# BRG1-SWI/SNF-dependent regulation of the *Wt1* transcriptional landscape mediates epicardial activity during heart development and disease

**DOI:** 10.1038/ncomms16034

**Published:** 2017-07-24

**Authors:** Joaquim Miguel Vieira, Sara Howard, Cristina Villa del Campo, Sveva Bollini, Karina N. Dubé, Megan Masters, Damien N. Barnette, Mala Rohling, Xin Sun, Laura E. Hankins, Daria Gavriouchkina, Ruth Williams, Daniel Metzger, Pierre Chambon, Tatjana Sauka-Spengler, Benjamin Davies, Paul R. Riley

## Abstract

Epicardium-derived cells (EPDCs) contribute cardiovascular cell types during development and in adulthood respond to Thymosin β4 (Tβ4) and myocardial infarction (MI) by reactivating a fetal gene programme to promote neovascularization and cardiomyogenesis. The mechanism for epicardial gene (re-)activation remains elusive. Here we reveal that BRG1, the essential ATPase subunit of the SWI/SNF chromatin–remodelling complex, is required for expression of Wilms’ tumour 1 (*Wt1*), fetal EPDC activation and subsequent differentiation into coronary smooth muscle, and restores *Wt1* activity upon MI. BRG1 physically interacts with Tβ4 and is recruited by CCAAT/enhancer-binding protein β (C/EBPβ) to discrete regulatory elements in the *Wt1* locus. BRG1-Tβ4 co-operative binding promotes optimal transcription of *Wt1* as the master regulator of embryonic EPDCs. Moreover, chromatin immunoprecipitation-sequencing reveals BRG1 binding at further key loci suggesting SWI/SNF activity across the fetal epicardial gene programme. These findings reveal essential functions for chromatin–remodelling in the activation of EPDCs during cardiovascular development and repair.

## Abstract (web summary)

Priming of the adult mouse heart with Tβ4 activates dormant epicardium-derived cells to aid repair of injured myocardium. Here, Vieira *et al*. explain this process and show that Tβ4 binds a chromatin remodeller BRG1 and activates Wt1, the key regulator of epicardial epithelial-to-mesenchymal transformation, by altering the epigenetic landscape of the Wt1 locus.

SWItch/Sucrose NonFermentable (SWI/SNF) complexes comprise 11–15 protein subunits and utilize the energy from adenosine triphosphate (ATP) hydrolysis to slide or evict nucleosomes^1^. By reshaping the nucleosome landscape SWI/SNF complexes may also lead to repression of their target genes^2^. BRG1 (Brahma-related gene 1; gene alias *SMARCA4*) is the ATPase catalytic subunit of SWI/SNF, although mammals may also utilize BRM (Brahma; gene alias *SMARCA2*) as an alternative catalyst to remodel targeted chromatin^2^,^3^. BRG1 contains one bromodomain that recognizes acetylated lysines in histone tails, facilitating SWI/SNF binding in active enhancers and near the transcriptional start site (TSS) and, subsequently, enabling RNA polymerase II (RNAPII) occupancy and gene transcription^1^. BRG1 is essential for embryonic development, while BRM seems to be dispensable due to BRG1 compensation^4^,^5^,^6^. In the heart, BRG1 is required for endocardium and myocardium formation^7^,^8^,^9^, whereas BRM functionally compensates for BRG1 in the maintenance of adult coronary vascular endothelial cells^10^. Of significance, the subunit BAF180 (BRG1-associated factor 180, also known as polybromo protein 1) specifically forms SWI/SNF complexes containing BRG1 (PBAF remodelling complexes) and is required for correct cardiac chamber maturation and epicardial epithelial-to-mesenchymal transition (EMT). Mice deficient in BAF180 phenocopy cardiac knockdown of the monomeric-actin binding peptide Tβ4 (refs 2, 11, 12, 13).

The epicardium is the outermost layer of the heart and has been proposed as a source of cardiovascular regeneration in heart disease^14^. During embryogenesis EPDCs play an essential role contributing interstitial fibroblasts, smooth muscle, endothelial cells and potentially cardiomyocytes to the growing heart^15^,^16^,^17^. Different molecular markers have been employed to follow the fate of EPDCs including the transcription factors Wt1, Tbx18 (T-box factor 18) and Tcf21 (transcription factor 21), and the retinoic acid synthetizing enzyme Raldh2 (ref. 18). Wt1 is a zinc finger-containing transcription factor which functions as the master regulator of epicardial EMT, a process required for myocardial growth and coronary vasculature formation^19^,^20^. In this regard, Wt1 sits atop of a hierarchy of embryonic epicardial gene loci and directly controls the transcription of *SnaiI* (*Snail 1*) and *CdhI* (epithelial cadherin; *e-cadherin*)^19^, and regulates β-catenin and RALDH2 signalling pathways as required during epicardial EMT^21^. The activity of these key developmental genes is gradually lost during pregnancy, leading to epicardial quiescence in the postnatal heart, however, *Wt1* is up-regulated in the adult epicardium after MI, an event associated with EPDC mobilization and differentiation into a default fibroblast fate^18^,^22^. Pre-treatment with Tβ4 significantly enhances this epicardial response, promoting neovascularization and cardiomyogenesis in the adult injured heart^23^,^24^. Even though events downstream of Wt1 function have been well described, the upstream regulation of *Wt1* activity during either development or adult heart injury remains unknown.

Here we report an epigenetic mechanism which activates the transcriptional landscape of *Wt1* promoting epicardial activity in the developing and adult heart after MI. Specifically, we identify a novel BRG1–SWI/SNF function, implicating chromatin–remodelling of the *Wt1* locus as a critical event in determining the activation and fate of embryonic EPDCs. Tβ4 physically interacts with BRG1 promoting optimal *Wt1* re-expression in the adult epicardium after MI. The pioneer factor C/EBPβ co-localizes with SWI/SNF complexes to evolutionary conserved regions (ECRs) of the *Wt1* locus located proximal to the TSS and intron 1, suggesting a potential role in locus-specific recruitment of the remodelling complex. Co-occupancy by RNAPII, and association of activating histone modifications, at the *Wt1* ECRs suggests the ECRs are *bona fide* epicardial regulatory elements. By making use of transient transgenic systems and combined reporter-assays, we confirm *in vivo* the transcriptional activity of the *Wt1* ECRs, which is also augmented by Tβ4, further supporting SWI/SNF-mediated function to be significantly enhanced by Tβ4. Chromatin immunoprecipitation-sequencing (ChIP-seq) studies reveal BRG1 occupancy at further epicardial loci, including *Raldh2 (*gene alias *Aldh1a2*), *Tbx18* and *Tcf21*, suggesting a wider role for BRG1–SWI/SNF complexes in the regulation of epicardial activation. Altogether, these findings reveal insight into the function of SWI/SNF in regulating the *Wt1* transcriptional landscape as an important mediator of EPDC activity during development and disease.

## Results

### SWI/SNF catalytic subunits are expressed in the epicardium

We found that BRG1 and BRM were localized throughout the developing heart (Fig. 1a,b; Supplementary Fig. 1a–d) and notably were expressed in the epicardium overlapping with the expression domain of Wt1 (Fig. 1c; Supplementary Fig. 1b–e). In the adult heart, BRG1 expression was comparatively reduced in the myocardium and absent from the quiescent epicardium (compare Fig. 1a with Fig. 1d; Supplementary Fig. 1a,b). Moreover, BRM localization was excluded from the epicardium (compare Fig. 1b with Fig. 1e), which also lacked Wt1 expression, consistent with the reported down-regulation of the embryonic epicardial gene program^24^ (Fig. 1f; Supplementary Fig. 1b). However, in response to MI, BRG1 and BRM expression in the epicardium increased (Supplementary Fig. 1f,g), most notably in the expanded subepicardial region (ses; Fig. 1g,h) and co-localized with Wt1 re-expression. Wt1 expression was further enhanced by stimulation with Tβ4 (priming) before MI^24^ (compare Fig. 1i with Supplementary Fig. 1f,h). Taken together, the spatiotemporal expression of BRG1 and BRM and colocalization with Wt1, suggests that SWI/SNF complexes may regulate epicardial *Wt1* expression and, subsequently, EPDC activation. In support of this, EPDCs expressing enhanced GFP from the *Wt1* locus of *Wt1*^*GFPCre/+*^ knock-in mice^17^ were positive for BRG1 and BRM, in both the developing and post-MI adult heart (Supplementary Fig. 1c–h).

### SWI/SNF complex binds regulatory elements in the *Wt1* locus

To determine whether SWI/SNF directly regulates Wt1 expression, we examined BRG1 and BRM binding to the *Wt1* promoter *in vivo*. Using sequence alignment software (www.dcode.org), we compared mouse and human genomes to identify evolutionary conserved regions that may act as sites for SWI/SNF association^7^,^8^ and found seven ECRs in the *Wt1* locus, which were named according to their location in relation to the TSS: two distal, located upstream of the TSS (starting at ≈−4.4 kb and −3.4 kb and extending for 393 bp and 126 bp, respectively), three proximal, located immediately upstream of the TSS (starting at ≈−0.3 kb, −0.2 kb and −42 bp and extending for 101 bp, 129 bp and 439 bp, respectively) and two located within intron 1 (starting at≈+4.0 kb and +5.8 kb and extending for 106 bp and 188 bp, respectively; Fig. 2a; Supplementary Table 1). ChIP on embryonic hearts with an anti-BRG1 antibody revealed that, of the seven ECRs, BRG1 was strongly associated with the proximal promoter (−42 bp) and intronic (+4.0 kb and +5.8 kb) ECRs of *Wt1*, but not with a non-ECR element (-ECR) localized upstream of the TSS (starting at≈−3.8 kb and extending for 100 bp) confirming specificity of the ChIP signal (Fig. 2b). BRM, in contrast, only weakly associated with the +5.8 kb ECR (Fig. 2c), whereas BAF180 revealed a similar binding pattern to BRG1 (Fig. 2d). The co-occupancy patterns observed on *Wt1* ECRs could result from transient binding by separate SWI/SNF components (BRG1 or BAF180) in different subsets of *Wt1*-expressing cells, or could be due to a direct interaction between these proteins. We, therefore, examined potential complex formation at *Wt1* ECRs by sequential ChIP (re-ChIP). Strong re-ChIP signals were detected with an anti-BAF180 antibody on BRG1-enriched *Wt1* ECRs (Fig. 2b) in hearts at embryonic day (E) 11.5 (Fig. 2e), confirming SWI/SNF complex formation. In combination, the ChIP experiments revealed enrichment of SWI/SNF containing BRG1 and BAF180 in regulatory regions of murine *Wt1* in the embryonic heart, which directly correlated with epicardial-specific Wt1 expression (Fig. 1c). Moreover, even though BRM is expressed in the developing epicardium (Fig. 1b), BRG1 is the preferred ATPase subunit of the SWI/SNF complex binding at the *Wt1* locus.

To investigate whether *Wt1* is a direct BRG1–SWI/SNF target in the adult epicardium, we performed ChIP experiments using intact (Fig. 2f,g) and injured-adult hearts (Fig. 2h–l). The adult heart does not ordinarily express Wt1 (Fig. 1f; Supplementary Fig. 1b) and neither BRG1, nor BRM associated with *Wt1* ECRs in the intact adult heart (Fig. 2f,g), as expected given the lack of expression of BRG1 and BRM in adult epicardium (Fig. 1d,e). However, in primed- (+Tβ4) and injured-adult hearts with evident Wt1 re-expression at day 4 post-MI (arrowheads in Fig. 1i), BRG1 had a similar binding pattern to that in the embryonic heart (compare Fig. 2b,h). BRM was also found to bind to −42 bp, +4.0 kb and +5.8 kb ECRs (Fig. 2i), in contrast to the lack of binding in embryonic hearts and suggesting that in the reactivated adult epicardium BRM may act redundantly with BRG1 to regulate *Wt1* expression. By contrast, in non-primed-, injured-adult hearts that exhibited low levels of Wt1 at day 4 post-MI (arrowheads in Fig. 2l) there was minimal association of BRG1 and BRM to *Wt1* ECRs (Fig. 2j,k), even though BRG1 and BRM were expressed (Supplementary Fig. 1b,f,g). Overall, these data demonstrate the existence of ECRs in the *Wt1* locus that are bound by SWI/SNF complexes containing BRG1 or BRM (adult epicardium only) as the catalytic subunit. Occupancy at these ECRs dynamically alters during embryogenesis into adulthood and responds to exogenous Tβ4 and injury, suggesting that chromatin–remodelling of the *Wt1* locus by SWI/SNF is amplified by Tβ4 and directly associates with enhanced *Wt1* and epicardial activity^23^,^24^.

To further characterize the remodelling of the *Wt1* locus in the developing and adult heart, we investigated the association of the −42 bp, +4.0 kb and +5.8 kb ECRs, with RNAPII and canonical epigenetic modifications in histone H3 tails, previously implicated in gene activation and repression: K4me1, K4me3, K27ac and K27me3 (ref. 25). When *Wt1* was ‘off’ (that is, intact adult heart) the repressive H3K27me3, catalysed by the Polycomb complex 2 (PRC2)^26^, was the only epigenetic mark found to significantly associate to −42 bp, +4.0 kb and +5.8 kb ECRs (compare Supplementary Fig. 2e with Supplementary Fig. 2a–d; *P*≤0.05 for the three *Wt1* ECRs; the two-tailed Student’s *t*-test was used to determine the statistical significance). In contrast, when *Wt1* was ‘on’ (that is, embryonic and primed-, injured-adult hearts) RNAPII phosphorylated at serine five (confined to promoter regions and required for the initiation of transcription^27^), was enriched in −42 bp and +4.0 kb ECRs (Supplementary Fig. 2f), suggesting that these elements act as *bona fide* regulatory elements of gene expression. Moreover, H3K4me1 (associated with putative enhancers) was enriched in +4.0 kb and +5.8 kb ECRs (Supplementary Fig. 2g), whereas H3K4me3 (associated with active promoters) was enriched in all three *Wt1* ECRs (Supplementary Fig. 2h). Finally, while the activating histone mark H3K27ac (associated with TSS and active enhancers) was strongly enriched in −42 bp and +4.0 kb ECRs (Supplementary Fig. 2i), the counteracting, mutually exclusive modification H3K27me3 (associated with inactive promoters) was also detected in the three ECRs (Supplementary Fig. 2j), suggesting differences in the epigenetic remodelling of the *Wt1* locus, which likely reflects the dynamic changes in spatiotemporal expression. Of note, when *Wt1* activation is ‘low’ (that is, non-primed, injured-adult hearts) a similar epigenetic profile was observed on *Wt1* ECRs (Supplementary Fig. 2k–o), suggesting that cardiac injury alone, which leads to minimal association of BRG1 and BRM to *Wt1* ECRs (Fig. 2j,k), is sufficient to induce remodelling of the *Wt1* locus and subsequent low level *Wt1* re-expression (Fig. 2l), however, this is suboptimal when compared with ectopic Tβ4 treatment (Fig. 1i).

### C/EBPβ recruits the SWI/SNF complex into the *Wt1* locus

Targeting of the SWI/SNF complex to the *Wt1* locus within the epicardium is likely mediated by sequence-specific transcription factors, which access silent chromatin and initiate cell specific gene activation through recruitment of chromatin–remodelling complexes and co-activator partners^3^. To this end, the pioneering C/EBPs have been shown to mediate epicardial gene activation during heart development and injury^28^. In addition, the C/EBPβ isoform has been shown to recruit the SWI/SNF complex to specific genomic loci, via direct interaction with BRG1 (ref. 29). *In silico* analysis of *Wt1* −42 bp, +4.0 kb and +5.8 kb ECR sequences predicted the existence of C/EBPβ binding sites (Supplementary Table 2), raising the possibility that C/EBPβ may recruit SWI/SNF complexes containing BRG1 to the *Wt1* ECRs. To explore this further, we performed ChIP with an anti-C/EBPβ antibody and observed enrichment of C/EBPβ in all three ECRs in fetal and primed-, injured-adult hearts (Supplementary Fig. 3a–d). Subsequent re-ChIP analyses with an anti-BRG1 antibody confirmed complex formation between C/EBPβ and BRG1 on *Wt1* ECRs (Supplementary Fig. 3b,d). Furthermore, siRNA-targeting of *C/EBPβ* transcripts resulted in decreased expression of *Wt1* and the *Wt1*-downstream target gene *Raldh2* (ref. 21) in mouse primary epicardial cells (Supplementary Fig. 3e,f), supporting a role for a C/EBPβ-SWI/SNF remodelling complex in the regulation of *Wt1* ECRs.

### *Wt1* ECRs drive epicardial gene expression *in vivo*

To obtain *in vivo* evidence of *Wt1* ECR activity, we employed an established transient transgenic enhancer reporter assay^30^ to engineer *Wt1* ECR-*LacZ* mice and observed robust β-galactosidase (β-gal) activity. The reporting of individual *Wt1* ECR activity lacks cooperative interaction with cis-acting elements (enhancers or negative regulatory regions) as would be associated with the intact gene locus and consequently *LacZ*-reporter expression would not be expected to precisely mimic endogenous gene expression and instead overlap in-part with *Wt1* in the developing embryo^31^,^32^ (Fig. 3a–i; Supplementary Figs 4,5). The −42 bp ECR, which based on its genomic location (Fig. 2a) is predicted to act as a *Wt1* core promoter, recapitulated at least some of the regions of *Wt1* expression (Supplementary Fig. 5), and importantly drove β-gal activity strongly throughout the epicardium covering the developing ventricles, atria and outflow tract (arrowheads and arrows, respectively in Fig. 3a,b; Supplementary Figs 4,5). The observed expression in the outflow tract was considerably elevated and regionally expanded relative to the corresponding *Wt1* expression (Fig. 3a, Supplementary Fig. 5), likely due to the absence of cis-acting repressive elements present in the *Wt1*-locus. Elsewhere in the developing embryo, the −42 bp ECR drove β-gal activity strongly in domains of the spinal cord and brain (arrows in Supplementary Fig. 4a and Supplementary Fig. 5), where lateral motor neurons expressing Wt1 are being formed^32^, and the mesothelium of the body wall and gut, which represent further sites of known Wt1 expression^32^ (arrow in Supplementary Fig. 4b; Supplementary Fig. 5). The activity of the more distal, intronic +4.0 kb (Fig. 3c,d; Supplementary Fig. 4d–f) and +5.8 kb (Fig. 3e–g; Supplementary Fig. 4g–i) ECR transgenes was relatively weaker, when compared to the core promoter element (−42 bp ECR), and restricted to epicardial cell clusters. Of note, the +5.8 kb ECR transgene also drove β-gal activity in the urogenital region (Supplementary Fig. 4j-l), where Wt1 plays a pivotal role in development^31^. In the absence of ECR-*LacZ* transgene integration, no β-gal activity was observed confirming signal specificity (Fig. 3h,i).

### BRG1 is required for activation of the *Wt1* locus

We next tested whether BRG1 plays an essential role in *Wt1* regulation. We first used siRNA to specifically knock-down *Brg1* in mouse primary epicardial cells and observed reduction in the expression of *Wt1* and *Raldh2* (Supplementary Fig. 6a,b). Subsequently, we used *Gata5*^*Cre*^ and *Wt1*^*CreERT2*^ *Cre*-drivers crossed with a *Brg1*^*flox/flox*^ mouse line^17^,^33^,^34^,^35^ to conditionally delete *Brg1* in the mouse epicardium by E11.5 and examined *Wt1* expression (Fig. 3j–r; Supplementary Fig. 6c,d). Both *Cre* strains induced reduction of *Brg1* levels in the developing heart. *Gata5*^*Cre*^ was relatively more efficient (Supplementary Fig. 6c), however, this was explained by *Gata5*^*Cre*^ targeting *Cre* activity additionally in non-epicardial cells (Supplementary Fig. 6e,f), such that BRG1 was reduced in the developing endocardium/myocardium and epicardium as compared to *Wt1*^*CreERT2*^ targeting, which was epicardial-specific, albeit with variable efficiency (compare Fig. 3j,l with Fig. 3o,q). Notably, targeting of *Brg1* led to decreased *Wt1* and *Raldh2* expression in mutant hearts, compared to control littermates (Fig. 3k,m,p,r; Supplementary Fig. 6d). Moreover, reduced *Wt1* expression was strongly associated with reduced binding of BRG1 to *Wt1* ECRs in *Brg1*-deficient hearts (Fig. 3n,s), further supporting that BRG1-occupancy is required for *Wt1* activity during murine epicardial development.

To determine the functional consequences of deleting *Brg1* in the developing epicardium, we extended the phenotypic analysis of *Brg1*-deficient embryos to E16.5 and assessed EPDC mobilization and accompanying coronary smooth muscle differentiation^20^ (Fig. 3t–y; Supplementary Fig. 6g–p). No live embryos positive for the *Gata5*^*Cre*^ allele and bearing two copies of the *Brg1* floxed alleles (*Gata5*^*Cre*^; *Brg1*^*F/F*^: Mut) were collected at E16.5; indeed harvesting of embryos at earlier developmental stages revealed that *Brg1* mutants died between E12.5 and E16.5 (Supplementary Fig. 6g). At E12.5, mutant hearts exhibited lower levels of coronary smooth muscle markers compared to littermate controls (Co) (Supplementary Fig. 6h), including *SM22a* (smooth muscle protein 22-alpha) and *SMAα* (smooth muscle actin, alpha). In addition, endothelial/endocardial markers (Supplementary Fig. 6i) such as platelet and endothelial cell adhesion molecule 1 (*PECAM*) and the tyrosine-protein kinase receptor *Tie2*, and myocardial markers (Supplementary Fig. 6j), such as the myosin heavy chain polypeptides α and β (α*MHC* and β*MHC*, respectively), were also reduced in mutants, reflecting *Cre* activity and the requirement for *Brg1* in both epicardial and non-epicardial compartments (Supplementary Fig. 6e). Moreover, histological characterization of transverse sections from mutant hearts revealed under-developed and disorganized chamber walls, with no clear ventricular septation and dilated atria (compare Supplementary Fig. 6k with 6l). The severity of these cardiac malformations is likely to induce embryonic lethality, preventing the examination of patent coronary vasculature at E16.5. Rare surviving mutants, collected at E14.5 (*n*=8 out of 73 embryos) and E15.5 (*n*=1 out of 16 embryos), revealed small, under-developed hearts (Supplementary Fig. 6m,n), a lack of Wt1-positive epicardial cells and a disorganized endomucin (EMCN)-positive endocardium/endothelium (Supplementary Fig. 6o,p), respectively. Consequently, in order to address the functional consequences of epicardial deletion of *Brg1* on EPDC activity at later stages of embryogenesis, we focused our studies on the characterization of mutant embryos generated using the epicardial-specific *Wt1*^*CreERT2*^ *Cre*-driver. *Wt1*-derived Cre activity was induced by tamoxifen delivery to delete *Brg1* from E10 and while mutant embryos collected at E16.5 appeared grossly normal, immunostaining revealed a reduction in the number of Wt1-positive cells located in the epicardium or invading the subepicardial space and adjacent myocardial layer (arrowheads and arrows, respectively in Fig. 3t,u), which was statistically significant when compared to littermate control hearts (Fig. 3v; *P*≤0.001; the two-tailed Student’s *t*-test was used to determine the statistical significance). Additional immunostaining studies using antibodies against the coronary smooth muscle marker SM-MHC (smooth muscle-myosin heavy chain polypeptide 11) and endothelial marker EMCN, showed a dramatic decrease in the number of patent coronary blood vessels (an endothelial layer surrounded by supporting smooth cells) in embryos positive for the *Wt1*^*CreERT2*^ allele and bearing two copies of the *Brg1* floxed alleles (*Wt1*^*CreERT2*^; *Brg1*^*F/F*^: Mut; Fig. 3w–y), further confirming the requirement for *Brg1*-mediated regulation of EPDC activity in the developing heart.

### Tβ4 interacts with BRG1 augmenting *Wt1* activation post-MI

Collectively our data revealed that the SWI/SNF complex promotes *Wt1* activity in the developing and adult epicardium, via binding of its catalytic subunit at three discrete *cis*-regulatory elements in the *Wt1* locus. Moreover, SWI/SNF-mediated function is enhanced by stimulation with exogenous Tβ4 before MI. Insight into how Tβ4 amplifies SWI/SNF chromatin–remodelling emerged with the identification of BRG1 as a potential binding partner of Tβ4 via a yeast two-hybrid (Y2H) screen using a mouse embryonic complementary DNA (cDNA) library as prey and Tβ4 as bait to identify molecular interactors. To validate the Y2H finding, we performed co-immunoprecipitation experiments, between EGFP-tagged Tβ4 and endogenous BRG1 (Fig. 4a,b). Tβ4-EGFP co-immunoprecipitated with BRG1, but not with the control IgG indicating specificity of binding (Fig. 4a). Moreover, subsequent immunoblotting for BRG1 confirmed successful immunoprecipitation of the ATPase subunit by the anti-BRG1 antibody (Fig. 4a). Reciprocal co-immunoprecipitation experiments, using an anti-Tβ4 antibody for pull-down with anti-BRG1 and anti-GFP antibodies for immunoblotting, further confirmed physical interaction between BRG1 and Tβ4 (Fig. 4b). Tβ4 is expressed in the developing and adult injured heart, including the epicardium (Supplementary Fig. 1e,h; Supplementary Fig. 7a–c), in an equivalent spatiotemporal pattern to BRG1 supporting a potential protein–protein interaction. To probe a physical association between BRG1 and Tβ4 *in vivo*, we performed Duolink II *in situ* proximity ligation assay (PLA) with specific PLUS and MINUS PLA probes against BRG1 and Tβ4 antibodies in embryonic and postnatal hearts (Fig. 4c–e). Nuclear PLA positive signals (red ‘speckles’) were present in myocardial and epicardial cells in the developing heart (arrow and arrowheads, respectively in Fig. 4c) and in the expanded subepicardial space upon injury (arrowheads in Fig. 4e), but not in the intact adult heart (Fig. 4d). This result was in agreement with the expression pattern of BRG1 (Fig. 1a,d,g). To test the specificity of the nuclear PLA signals both a positive control with BRG1 and BAF155 (another subunit of the SWI/SNF complex, gene alias *SMARCC1*, with a similar expression pattern; Supplementary Fig. 7d–f) antibodies (Fig. 4f–h) and negative controls with Tβ4 and BRG1 antibodies on their own (Supplementary Fig. 7g,h) or BRG1 and Tβ4 antibodies on Tβ4 knockout samples (Supplementary Fig. 7i) were included. Similar to BRG1 and Tβ4, nuclear BRG1 and BAF155 PLA signals were detected exclusively in the myocardium and epicardium of both embryonic and post-MI hearts, confirming the presence of functional SWI/SNF chromatin–remodelling complexes (arrow and arrowheads in Fig. 4f,h). Further confirmation of an interaction between Tβ4 and the SWI/SNF catalytic subunit was obtained *in vivo* by re-ChIP analyses (Fig. 4i,j). Robust re-Chip signals were detected with an anti-Tβ4 antibody on BRG1-enriched *Wt1* ECRs in embryonic (Fig. 4i) and adult primed- (+Tβ4), injured- hearts (Fig. 4j). Of note, the latter BRG1-enriched elements were also enriched for BAF180 (Figs 2e and 4j), confirming the formation of SWI/SNF complexes containing Tβ4, BRG1 and BAF180 in epicardial cells. Likewise, re-ChIP experiments using BRM-enriched *Wt1* ECRs revealed that BRM interacts with Tβ4, but not BRG1 in primed-, injured-adult hearts (Fig. 4k), resulting in the formation of Tβ4–BRM–SWI/SNF complexes in the adult reactivated epicardium. Re-ChIP experiments using BRM-enriched *Wt1* ECRs at E11.5 were not possible due to the low binding of BRM in the *Wt1* locus (Fig. 2c).

Following our observations that Tβ4 priming enhanced SWI/SNF-mediated activation of *Wt1* in the adult epicardium (Fig. 1i versus Fig. 2l; Fig. 2h,i versus Fig. 2j,k; Supplementary Fig. 1b), we tested whether endogenous levels of Tβ4 (Supplementary Fig. 7b,c) were sufficient to promote SWI/SNF complex activity. Tβ4 knockout mice, followed by MI, revealed a modest increase in SWI/SNF-binding *Wt1* ECRs and associated increase in *Wt1* expression during heart injury (Fig. 4l,m; also in development, Supplementary Fig. 8), however, priming with exogenous Tβ4 in Tβ4 knockout mice, followed by MI, resulted in significantly enhanced binding of the SWI/SNF complex to *Wt1* ECRs augmenting *Wt1* reactivation (Fig. 4n,o). This suggested that endogenous Tβ4 is dispensable for optimal SWI/SNF binding and reinforced a functional requirement for ectopic (exogenous) Tβ4 priming in nuclear targeting of SWI/SNF-mediated regulation of *Wt1*. To further investigate the role of Tβ4 in SWI/SNF transcriptional activation of *Wt1*, we cloned the *Wt1* ECRs into a chromatinized episomal reporter, pREP4 (ref. 36), and transfected the constructs into the human cell line SW13 that lacks BRG1 and BRM, but expresses all other SWI/SNF components^8^,^37^. SW13 cells were transfected with luciferase reporters (−0.2 kb-luc, −42 bp-luc, +4.0 kb-luc or +5.8 kb-luc) and either BRG1/BRM/Tβ4 alone or Tβ4 in combination with BRG1 or BRM expression constructs. A myc-tagged Tβ4 construct, carrying a nuclear localization signal (NLS-Tβ4-myc), was used to drive Tβ4 into the nucleus. Restoring BRG1 expression to SW13 cells resulted in a significant increase in activity of all *Wt1* ECR reporters, with the only exception being the −0.2 kb ECR (Supplementary Fig. 9; −0.2 kb-luc: 1.085±0.13 versus −42 bp-luc: 1.211±0.14; +4.0 kb-luc: 1.359±0.11; and +5.8 kb-luc: 1.430±0.20; *P* ≤0.001 (−42 bp-luc), *P≤*0.0001 (+4.0 kb-luc) and *P≤*0.01 (+5.8 kb-luc); one-way analysis of variance (ANOVA) followed up by Tukey’s multiple comparison test was used for comparing three or more groups). A lack of activity at the −0.2 kb ECR was anticipated given that no BRG1 binding was detected for this element, suggesting that it does not convey any regulatory function. Restoring BRM expression also resulted in a significant increase in +4.0 kb-luc and +5.8 kb-luc reporter activity (Supplementary Fig. 9; 1.241±0.07 and 1.376±0.06, respectively, *P* ≤0.01 (+4.0 kb-luc) and *P*≤0.05 (+5.8 kb-luc). Tβ4 expression alone did not induce *Wt1* ECR reporter activity (Supplementary Fig. 9), however, co-expression of BRG1 or BRM with Tβ4 significantly increased −42 bp, +4.0 kb and +5.8 kb-luc reporter activity over BRG1, BRM and Tβ4 alone (Supplementary Fig. 9; −42 bp-luc: 1.406±0.12 (BRG1+Tβ4) and 1.175±0.19 (BRM+Tβ4) versus 1.211±0.14 (BRG1) and 1.055±0.06 (BRM), *P*≤0.001 for both ECR-luc; +4.0 kb-luc: 1.646±0.238 (BRG1+Tβ4) and 1.578±0.11 (BRM+Tβ4) versus 1.359±0.11 (BRG1) and 1.241±0.07 (BRM), *P*≤0.001 and *P*≤0.0001 respectively; +5.8 kb-luc: 1.887±0.414 (BRG1+Tβ4) and 1.684±0.215 (BRM+Tβ4) versus 1.430±0.20 (BRG1) and 1.376±0.06 (BRM), *P*≤0.01 and *P≤*0.05 respectively; one-way ANOVA followed up by Tukey’s multiple comparison test was used for comparing three or more groups). These results are in line with our *in vivo* observations (Fig. 4l–o) and support direct activation of *Wt1* ECRs by SWI/SNF complexes containing Tβ4.

### A role for BRG1-SWI/SNF in global gene activation

To investigate whether the role for BRG1–SWI/SNF complexes is restricted to the *Wt1* locus, or whether they might regulate other epicardial loci, we employed ChIP-seq to perform a comparative analysis of the binding of BRG1 in PBS- versus Tβ4-primed, injured- (MI) adult hearts (Fig. 4p; Supplementary Fig. 10). 

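The ChIP-seq experiment comprised 8 libraries. PBS-primed, injured hearts and Tβ4-primed, injured hearts each gave 2 BRG1 ChIP libraries and 2 input libraries, the latter made from chromatin that had not been immunoprecipitated. Mice were given PBS or 12 mg per kg of Tβ4 for 7 days before MI, and hearts were taken 4 days after MI. The paper's methods describe further injections of Tβ4 or PBS on the day of surgery and 2 days later. The paper gives the age of its adult mice as 12 to 14 weeks, whereas the sample labels give 10 to 12 weeks. Reads were mapped by the authors with Bowtie to the mouse build mm9, and enriched regions were called with MACS2. The data used here are the authors' deposited list of regions enriched for BRG1 over input in the Tβ4-primed, injured hearts. A list for the PBS-primed hearts, signal tracks and read counts were not analysed here, apart from peaks read from the paper's browser snapshots. The list gives the chromosome, start and end of each region, without a height, a fold enrichment or a p-value, and it does not separate the duplicates. The sequencing depth and the spread between replicates are therefore unknown for the values below, which describe 1 list and allow no test between PBS- and Tβ4-primed hearts.

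The list held 524614 regions on 21 chromosomes. Their median length was 600 bp and their mean length 1304 bp, and none was shorter than 210 bp. Neighbouring regions were separated by a median of 1590 bp and by at least 120 bp. The regions covered 684310108 of the 2654895218 bases of mm9 on the autosomes, X and Y, a share of 25.8%. When regions within 500 bp of each other were joined, 379705 regions remained and the covered share was 27.2%. The 4 regions longer than 100 kb, on chromosomes 5, 8, 9 and 19, lay over bases that mm9 leaves unsequenced.

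Genes were taken from the GENCODE annotation of mm9, which holds 37273 genes on these chromosomes. A region counted towards a gene when at least 1 bp of it lay in the gene body or within 5 kb of either end, and the density of a gene is its number of regions per kb of that window. The density of a gene was ranked among the 200 genes nearest to it in length and is given as a percentile. A list of genes was compared, by its median, with 10000 random lists of genes matched on length.

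**Figure D1:**
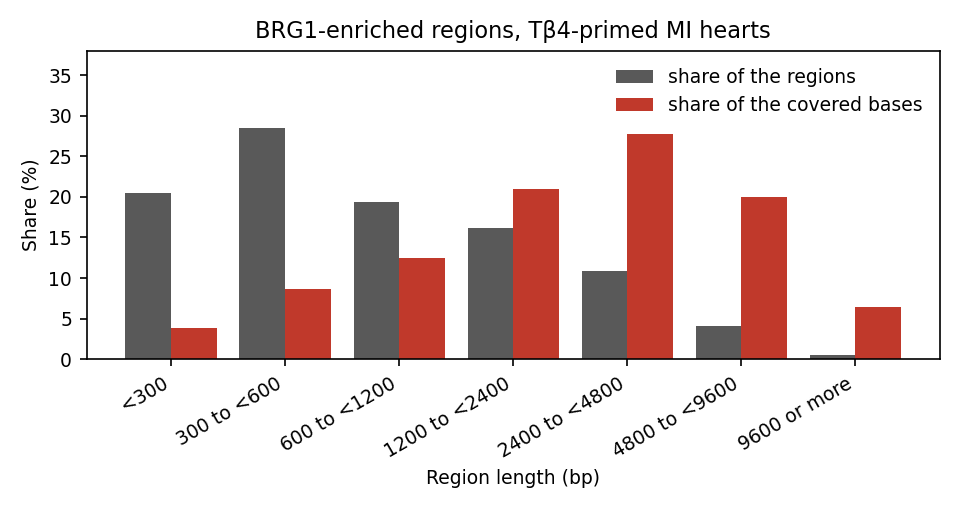
Length of the BRG1-enriched regions in Tβ4-primed, injured hearts. The x axis gives length classes in bp, and the y axis the share, in percent, of the 524614 regions (grey) and of the bases they cover (red). Regions of 300 to less than 600 bp were the most frequent class, with 28.5% of the regions, while regions of 2400 to less than 4800 bp held 27.8% of the covered bases.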

Among the shared genes, between PBS- and Tβ4-primed, injured-adult hearts, we identified binding at *Wt1*, confirming our targeted ChIP-qPCR data, and at other fetal epicardial loci such as *Tbx18*, *Aldh1a2* and *Tcf21* (Fig. 4p). 

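In the Tβ4-primed list, Wt1, on chromosome 2 from 104966686 to 105013773, had 12 regions in the gene body and 15 regions once the 5 kb on either side were included. This density of 0.263 regions per kb had a percentile of 66.5 among genes of similar length. Tbx18, on chromosome 9 from 87597635 to 87626095, had 7 regions in its body and 10 regions with the flanks, or 0.260 regions per kb, with a percentile of 56.5. A region lay over the Tbx18 TSS. At Aldh1a2, which spans 80455 bp of chromosome 9 from 71063596, 18 regions were counted in the window, of which 17 lay in the gene body. Its density of 0.199 regions per kb had a percentile of 35, and a region lay over its TSS. Tcf21, a gene of 2850 bp on chromosome 10 from 22537085 to 22539934, had a single region, inside the gene body, and a percentile of 14. Regions covered 34.3% of the bases of the Wt1 window, 56.9% at Tbx18, 45.2% at Aldh1a2 and 2.33% at Tcf21. Within 5 kb of the TSS alone, the counts were 5 regions at Wt1, 3 regions at Tbx18, 3 regions at Aldh1a2 and 1 region at Tcf21.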

BRG1 binding was also evident at adult epicardial genes (Fig. 4p) previously identified in a transcriptomic study of the adult murine epicardium^38^, including the membrane proteins uroplakin 3b (*Upk3b*), uroplakin 1b (*Upk1b*), glycoprotein m6a (*Gpm6a*) and the transcription factor basonuclin-1 (*Bcn1*). In addition, key myocardial genes *Myh6* (also known as *αMHC*) and *Myh7* (also known as *βMHC*), encoding for myosin heavy chains alpha and beta, respectively, and other cardiac-related genes, such as *Col1a2* (collagen 1 alpha-2, a fibroblast marker) and *Acta2* (also known as *SM* actin, alpha 2, a smooth muscle marker), were also represented in the list of shared BRG1-enriched genomic regions (Supplementary Fig. 10), suggesting novel gene-regulating functions for the SWI/SNF chromatin–remodelling complex in the (adult) injured heart. 

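Regions of the Tβ4-primed list were counted at these 4 adult epicardial genes in the same way. Upk3b, a gene of 6808 bp on chromosome 5 from 136514366, had 10 regions in its window, 4 of them in the gene body. At 0.595 regions per kb, it had the highest density of the 12 genes listed in Fig. 4p and a percentile of 96.5 among genes of its length. With regions within 500 bp joined, 6 regions remained at Upk3b. Upk1b, on chromosome 16 from 38773297 to 38800316, had 9 regions, of which 4 lay in the gene body, and a density at the percentile of 52.5. Gpm6a, the longest of the 4 genes with 106151 bp on chromosome 8, had 25 regions but only 0.215 regions per kb, a percentile of 44. Bnc1 (printed as Bcn1), on chromosome 7 from 89111558 to 89137185, had 5 regions and a percentile of 13. The share of the window inside regions was 49.8% at Upk3b, 22.8% at Upk1b, 37.5% at Gpm6a and 33.6% at Bnc1. No region of the list lay over the annotated TSS of any of these 4 genes.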

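Myh6 and Myh7 lie next to each other on chromosome 14 and are both transcribed from the minus strand, Myh6 from 55560758 to 55585764 and Myh7 from 55589525 to 55613471, so that their windows with 5 kb flanks overlap. In the Tβ4-primed list, Myh6 had 9 regions in the gene body and 12 regions in its window, which fell to 3 regions when regions within 500 bp were joined. Its density of 0.343 regions per kb had a percentile of 84 among genes of similar length. Myh7 had 2 regions in the gene body and 3 regions in its window. Its density of 0.0884 regions per kb was the lowest of the 8 cardiac genes listed in Supplementary Fig. 10a, with a percentile of 7. Col1a2, on chromosome 6 from 4454814 to 4491543, had 9 regions, a density at the percentile of 31.5 and the highest covered share of these genes, at 59.5% of its window. At Acta2, on chromosome 19 from 34315580 to 34329826, 10 regions were counted, or 0.412 regions per kb, with a percentile of 93, and a region lay over the TSS. The covered share was 43.2% at Acta2, 41.9% at Myh6 and 10.6% at Myh7.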

Of significance, the expression of some of these genes (for example, *αMHC* and *βMHC*) was found to be decreased upon *Gata5*^*Cre*^-mediated deletion of *Brg1* in the developing non-epicardial compartment (Supplementary Fig. 6h,j), in agreement with the hypothesis that the function of the SWI/SNF chromatin–remodelling complex in the developing heart is recapitulated in the adult injured heart^7^. 

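The +4.0 kb ECR of Wt1 is an evolutionarily conserved region of 106 bp in intron 1 of the gene. Its C/EBPβ motif, ACCGTGGGAAAGTG, which the paper places at position 35 of the ECR, occurs once within 60 kb of Wt1 in mm9. The ECR therefore spans bases 104970781 to 104970886 of chromosome 2 and starts 4095 bp downstream of the annotated TSS. Its reference sequence is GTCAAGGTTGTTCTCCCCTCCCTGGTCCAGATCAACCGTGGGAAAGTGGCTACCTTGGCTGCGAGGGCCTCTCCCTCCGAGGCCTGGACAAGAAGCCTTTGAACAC. In the Tβ4-primed list, the whole ECR lay inside a region of 300 bp from 104970630 to 104970929. At random sequenced positions of chromosome 2, 29.1% of stretches of 106 bp touched a region, and this is the chance level for a single element. The other region in intron 1, of 210 bp, lay from 104970150 to 104970359, and together they covered 9.28% of the intron.

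The 5 kb upstream of the Myh7 TSS, on chromosome 14 from 55613472 to 55618471, held 1 region of the Tβ4-primed list. It was 2190 bp long, from 55614840 to 55617029, which is 1.37 to 3.56 kb upstream of the TSS. It covered 43.8% of the window, a percentile of 75.8 among the windows of 5 kb upstream of all annotated genes, of which 75.3% held at least 1 region. By number of regions, the Myh7 window had a percentile of 41.3, and the median gene also had 1 region.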

To validate the genomic binding of BRG1, we analysed the ChIP-seq profile in already described sites of SWI/SNF occupancy, such as our intronic +4.0 kb ECR within the *Wt1* locus (Fig. 2) and the 5 kb region upstream of the *Myh7* TSS^7^. While Brg1-binding was detected in these regions in both PBS- and Tβ4-primed, -injured samples, considerably more peaks were observed in the Tβ4-primed sample set (Supplementary Fig. 10). Likewise, BRG1 peak density was comparatively higher in epicardial loci such as *Tcf21*, *Upk3b* and *Tbx18* and cardiac-related loci such as *Acta2* in the Tβ4-primed, -injured sample set versus the non-primed (PBS) group (Fig. 4p; Supplementary Fig. 10). 

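Only the Tβ4-primed list was examined here, but the peaks drawn for both groups in the snapshots were also counted. Read a few pixels above the baseline, Tβ4-primed hearts had more at Upk3b (6 against 2) and Tbx18 (8 against 5). The same held at Acta2 (9 against 5), Myh7 (4 against 1) and Tcf21 (1 against 0). Wt1 had about 5 in each group, and Aldh1a2 about 15 against 21. With low lines on the baseline counted, Tcf21 had 1 in each group and Wt1 5 against 7. The gap then narrowed at Acta2 (9 against 8), Myh7 (4 against 2) and Tbx18 (9 against 7). At Upk3b it was 7 against 2, and at Aldh1a2 15 against 24. The 7 ECRs of Wt1 were placed on mm9 by their ChIP-qPCR primers. Where the forward primer matched more than once, at the −4.4 kb ECR, the shortest product was taken. A region of the Tβ4-primed list overlapped 3 of the 7 amplicons, against a mean of 2.21 amplicons at random positions of chromosome 2. The −4.4 kb amplicon lay wholly inside a region of 1020 bp, from 104962050 to 104963069, and the +4.0 kb amplicon was likewise wholly inside a region. The −3.4 kb amplicon shared 63 bp, or 28.8% of its length, with a region of 360 bp, and dropped out when at least 50% of an amplicon had to be covered. No region touched the −0.3 kb, −0.2 kb, −42 bp or +5.8 kb amplicons. The non-ECR control amplicon, from 104963010 to 104963254, shared 60 bp with the same region as the −4.4 kb amplicon. In the 5 kb upstream of the Wt1 TSS, 3 regions covered 55.2% of the bases. The nearest region upstream of the TSS ended 1.40 kb from it, and the nearest downstream began 3.46 kb from it.

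**Figure D2:**
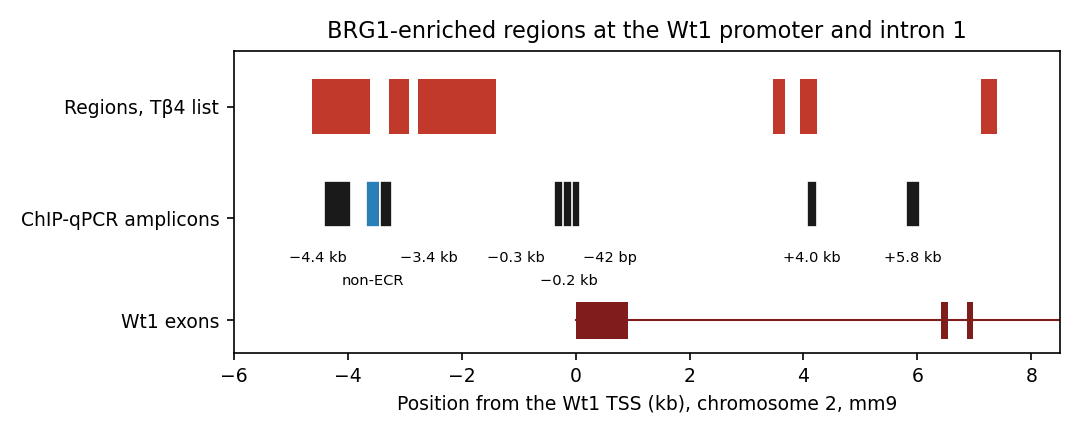
Map of the 5′ part of Wt1 on chromosome 2 of mm9. The x axis gives the distance from the TSS in kb, red bars are regions of the Tβ4-primed list, black bars are the amplicons of the 7 ECRs, the blue bar is the non-ECR amplicon and dark red bars are exons. Regions lie over 3 of the 7 ECR amplicons, and none lies between 1.40 kb upstream and 3.46 kb downstream of the TSS.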

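In the Tβ4-primed list, the only list examined here, densities differed between these loci. Tcf21 had 0.0778 regions per kb, the lowest value of the 12 genes of Fig. 4p, and its 1 region lay from 22538850 to 22539149, inside the gene. The median of all annotated genes was 0.222 regions per kb. Tcf21 lay below the lower quartile of all genes, 0.160 regions per kb, and Upk3b and Acta2 lay above the upper quartile, 0.303 regions per kb. Tbx18 lay between the quartiles. In the 5 kb upstream of the TSS, 3 regions were counted at Upk3b, 3 regions at Acta2, 2 regions at Tbx18 and 0 regions at Tcf21. With 1 list and no values per replicate, the error of these densities is unknown.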

As such, we speculate that Tβ4 may play a role in amplifying BRG1-targeting of downstream embryonic epicardial loci, as important for inducing the reactivation of EPDCs following adult heart injury. 

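As a list, the 12 epicardial genes of Fig. 4p had a median of 0.240 regions per kb in Tβ4-primed, injured hearts. Random lists matched on gene length had a median of 0.235 regions per kb, with 95% of them between 0.170 and 0.300, and the epicardial list had a percentile of 56.6. The 8 cardiac genes of Supplementary Fig. 10a had a median of 0.241 regions per kb and a percentile of 64.8. By number of regions, neither list stood apart from other genes. The measure changed this for the epicardial genes. Regions covered a median of 41.3% of the bases of their windows, above the 95% range of 17.4% to 35.4% for random lists, with a percentile of 99.8. Within 5 kb of the TSS, the percentile of their covered share was 72.5. The paper lists these genes as representative BRG1-enriched genes. Random genes therefore cannot show whether the high share goes beyond that choice. For the cardiac genes, the covered share was 25.6%, with a percentile of 52.3. All 12 epicardial and all 8 cardiac genes were the closest gene of at least 1 region. When the regions were shifted at random along their chromosomes 20 times, between 9 and 12 of the epicardial genes and between 7 and 8 of the cardiac genes had a region by the same rule.

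**Figure D3:**
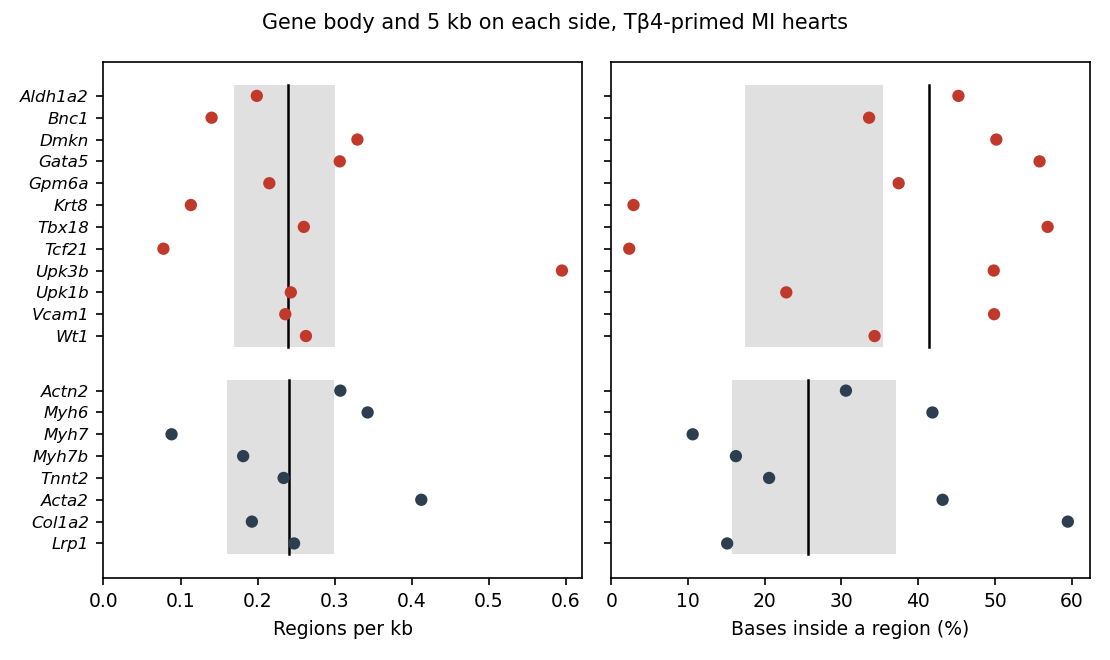
Regions per kb (left) and share of bases inside a region in percent (right) for the 12 epicardial genes (red) and the 8 cardiac genes (dark blue), over the gene body and 5 kb on each side. Each point is a gene, the black line is the median of its list, and the grey band holds 95% of the medians of 10000 random lists matched on length. The epicardial median lies inside its band on the left and above it on the right, and both cardiac medians lie inside theirs. The paper lists the genes of both lists as representative BRG1-enriched genes.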

Taken together, our ChIP-seq data supports BRG1–SWI/SNF binding of *Wt1* and suggests a role for chromatin–remodelling in activation of further key epicardial genes, such as *Tbx18* and *Tcf21*.

## Discussion

Here we reveal that epicardial activity is epigenetically regulated during development and adult heart injury and that *Wt1*, the master regulator of epicardial EMT, is dynamically controlled by SWI/SNF chromatin–remodelling complexes containing BRG1 and Tβ4 (Figs 1, 2, 3, 4). Tβ4 lacks a DNA-binding domain, but physically interacts with SWI/SNF (Fig. 4) and serves to augment BRG1 and BAF/BRG1 binding at specific enhancer sites within the *Wt1* locus (Figs 2 and 4). BRG1, as the preferred SWI/SNF ATPase subunit, was essential to maintain *Wt1* expression and associated EPDC activity (Fig. 3). Tβ4–SWI/SNF contained the epicardial-specific pioneer transcription factor C/EBPβ (Supplementary Fig. 3), which likely functions to target the complex to the *Wt1* locus. Tβ4-BRG1 binding may be mediated via nuclear actin as an essential component of the SWI/SNF complex which, along with the BAF53 subunit, tightly binds BRG1 to regulate its ATPase activity^39^. Given the high affinity of Tβ4 for monomeric G-actin^40^ and previous reports of co-localization of Tβ4 with actin in the nucleus^41^,^42^ it is possible that Tβ4 interacts with BRG1 through provision of essential G-actin for complex formation and chromatin remodelling activity; although an actin-independent role for Tβ4 cannot be excluded at this stage.

The reactivation of embryonic genes is a hallmark of attempts by the adult heart to compensate for cardiovascular stress and disease. This includes pathologic hypertrophy which is associated with the up-regulation of a signature fetal gene program^43^. BRG1 is reactivated in the adult myocardium in response to cardiac stress and forms a complex with its embryonic partners, HDACs (histone deacetylases) and PARP (poly ADP ribose polymerase), to induce α-myosin heavy chain (MHC) to β-MHC switch^7^. Fetal gene re-expression, in this setting, is insufficient to counteract the pathology and suppress adverse remodelling and is unable to instigate a regenerative response. There is a requirement, therefore, for amplification of the epigenetic effector signals and to elicit targeting to key loci, upstream of multiple developmental pathways. In this regard, the relative levels of Tβ4 appeared to be critical for efficient SWI/SNF complex activity and *Wt1* expression (Figs 1, 2 and ), which likely sits upstream of EPDC activation and cell fate. This was particularly relevant in the context of reactivation of the adult epicardium upon myocardial injury (Figs 2 and 4), whereby ectopic Tβ4 priming resulted in optimal activation of SWI/SNF-enhanced reactivation of EPDCs (Figs 2 and 4) and subsequent differentiation into coronaries and muscle^23^,^24^; while injury alone (despite inducing an up-regulation of endogenous Tβ4 expression) resulted in minimal SWI/SNF activation (Fig. 2) of EPDCs^24^,^44^, which subsequently adopts a default fibroblast differentiation program^22^. ChIP-seq revealed an extensive range for Tβ4–BRG1–SWI/SNF activity following adult cardiac injury at additional epicardial and cardiac gene loci (Fig. 4). 

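Across the genome, 32407 of 37273 annotated genes, or 86.9% (95% Wilson interval 86.6% to 87.3%), were the closest gene of at least 1 region in the Tβ4-primed list. With at least 1 bp of a region required in the gene body, the share was 68.4%, and it was 95.3% for protein-coding genes by the closest-gene rule. Of the 1098 olfactory receptor genes, a family fixed beforehand as one that the paper does not discuss, 94.3% (95% Wilson interval 92.7% to 95.5%) were the closest gene of a region, and 46.4% had a region in the gene body. These genes are short, with a median length of 960 bp against 5384 bp for all genes. Their share with a region in the gene body is therefore not comparable with that of all genes. Their median density was 0.183 regions per kb, against 0.222 for all genes. Regions covered a median of 24.7% of their windows, against 24.0% for all genes. Around the TSSs of all genes, the covered share differed little from that of the genome as a whole. It was lowest, at 24.9%, in the first 500 bp downstream of the TSS and highest, at 27.1%, between 2500 and 3000 bp downstream. These shares do not take GC content into account. Windows of 1 kb centred on TSSs were covered to 25.1%, against 23.8% in windows of the same GC content away from TSSs.

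From BRG1 binding at epicardial and cardiac loci in both groups of hearts, the paper reasons that BRG1–SWI/SNF activity reaches beyond Wt1. From peak densities that it describes as higher after Tβ4 priming at loci such as Tcf21, Upk3b, Tbx18 and Acta2, it speculates that Tβ4 may have a part in amplifying the targeting of BRG1 to embryonic epicardial loci.

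**Figure D4:**
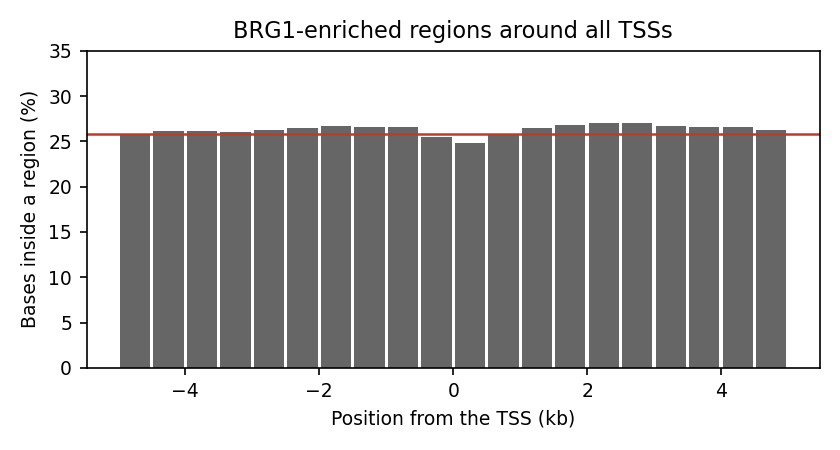
Share of bases inside a region of the Tβ4-primed list, in percent, in bins of 500 bp around the TSSs of all annotated genes, with positive positions downstream. Grey bars are the bins, which range from 24.9% to 27.1%. The red line is the share of the whole genome inside regions, unsequenced bases included. GC content is not taken into account.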

Further studies will be required to dissect the functional implications of promiscuous BRG1–Tβ4 activity in the context of promoting adult cell activation, in light of our previous findings that Tβ4 treatment prior to MI facilitates improved heart repair^2^. Epigenetic induction, with co-factor amplification, of fetal genes to activate adult progenitor populations may represent a general paradigm in cell-based tissue repair. More specifically, targeting dynamic chromatin signatures at key embryonic genes that underlie epicardial cell activation could represent a therapeutic strategy to regenerate the injured-adult mammalian heart.

## Methods

### Animal models

All animal experiments were carried out according to UK Home Office project Licence PPL30/2987 compliant with the UK animals (Scientific Procedures) Act 1986 and approved by the local Biological Services Ethical Review Process. Mice were housed and maintained in a controlled environment. *Gata5*^*Cre*^, *Tβ4*^*−/−*^, *Wt1*^*GFPCre*^, *Wt1*^*CreERT2*^, *Brg1*^*flox/flox*^ and *R26R*^*tdTomato*^ mice were kept in a C57Bl/6J inbred background^17^,^33^,^34^,^35^,^45^,^46^. For timed mating experiments, 8–12 week old mice were set-up overnight and females checked for vaginal plugs the following morning; the date of a vaginal plug was set as embryonic day (E) 0.5. For tamoxifen-dependent tissue-specific gene inactivation using the *Wt1*^*CreERT2*^ driver, 2 mg of 4-hydroxytamoxifen (Sigma) were administered to pregnant mice by intraperitoneal (i.p.) injection at both E9.5 and E10.5 to maximize Cre-ERT2 activity in the developing epicardium.

### Thymosin β4 administration

The injection regimen of Tβ4 for priming of wild-type C57BL/6J, *Tβ4*^*−/−*^ and *Wt1*^*GFPCre/+*^ mice have been previously described^24^. Briefly, adult mice received i.p. injection of clinical grade Tβ4 (12 mg/kg; RegeneRex Biopharmaceuticals Inc.) or vehicle (PBS) daily for 7 days. On the eighth day, MI was performed and further injections of Tβ4/vehicle were given on day 0 and day 2 post surgery.

### Myocardial infarction

All surgical and pharmacological procedures were performed in accordance with the Animals (Scientific Procedures) Act 1986 (Home Office, UK). For MI experiments, adult mice (12–14 week old; 25–30 g body weight) were primed with Tβ4 or vehicle, as described above, before surgical procedures. MI was induced in isoflurane-anaesthetized mice by permanent ligation of the left anterior descending coronary artery (LAD). For sham controls, a suture was passed under the LAD but not ligated. Upon recovery (day 0), animals received i.p. injection of Tβ4 (12 mg kg^−1^) or vehicle (PBS). Further injections were given every second day. Hearts were harvested at 4 days following ligation.

### Immunodetection methods

Cryosections were processed for indirect immunofluorescence using standard methods. AlexaFluor secondary antibodies (Invitrogen, 1:200) were used in all cases. Where mouse primary antibodies were used, 1 h incubation with AffiniPure Fab Fragment Goat Anti-Mouse IgG (Jackson ImmunoResearch, 1:50) before primary antibody incubation was performed to reduce non-specific signal. Imaging was performed using a Zeiss Axio Imager Z1 microscope with an AxioCam MRm camera attachment running AxioVision software release 4.8 (Carl Zeiss).

### Duolink *in situ* analysis

Cryosections were processed as for immunofluorescence, up to and including Fab fragment treatment and incubation with primary antibodies. Duolink was performed as per manufacturer’s instructions (Olink Bioscience) using anti-rabbit PLUS and anti-mouse MINUS PLA probes and Orange detection reagents. Imaging was performed using a Zeiss Axio Imager Z1 microscope with an AxioCam MRm camera attachment running AxioVision software release 4.8.

### Whole-embryo *in situ* hybridization

RNA *in situ* hybridization on whole-embryo was performed on E11.5 embryos fixed with 4% formaldehyde solution. In brief, embryos were treated with proteinase K for 30 min and post-fixed with 4% formaldehyde solution and 0.2% glutaraldehyde. The embryos were then incubated with digoxigenin (DIG)-labelled riboprobes transcribed from cDNA-containing plasmids at 65 °C overnight. In the next day, the embryos went through stringent washes in decreasing concentrations of saline-sodium citrate buffer. The DIG probe was then detected with anti-DIG-alkaline phosphatase (AP) Fab fragment (Sigma-Aldrich) by incubating at 4 °C overnight. Colour was developed by incubating embryos in BM Purple (AP substrate; Sigma-Aldrich) at pH9.5 until the pattern was clear. The plasmid encoding *Wt1* was kindly provided by Mathilda Mommersteeg (Oxford, UK).

### Cell culture

HEK293 cells (ATCC CRL-1573) were cultured in DMEM/F12+Glutamax supplemented with 10% FCS and 1% penicillin-streptomycin (Life Technologies); SW13 cells (ATCC CLL-105) were cultured in Leibovitz L-15 (Life Technologies) supplemented with 10% FBS and penicillin-streptomycin; mouse primary epicardial cells were culture in DMEM+Glutamax supplemented with 10% heat-inactivated FCS, 1% streptomycin (Life Technologies), insulin-transferrin-selenium (Biosource) and 10 units ml^−1^ mouse gamma interferon (PeproTech). Cells were maintained in a humidified atmosphere of 5% CO_2_ at 37 °C (HEK293 and SW13 cells) or 33 °C (mouse primary epicardial cells) and were passaged at 80–90% confluence using 0.05% trypsin (Life Technologies). All cell lines used in this study have been routinely tested and found to be negative for mycoplasma contamination.

### Protein extraction

To prepare protein samples from cells for co-immunoprecipitation and/or sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS–PAGE), cells were lysed in 150 mM NaCl; 20 mM Tris–HCl pH 7.5; 1% Triton X-100; 2 mM EDTA; 1 × protein inhibitor cocktail (Roche). Lysates were incubated on ice for 20 min, centrifuged at 16,000*g* at 4 °C, and supernatants prepared for the relevant application. To prepare protein samples from adult hearts for SDS–PAGE, hearts were collected and snap frozen before being manually powdered in liquid nitrogen using a pestle and mortar. The powdered tissue was transferred into a pre-cooled 1.5 ml tube and lysed in 1 ml of RIPA buffer (50 mM Tris–HCl pH 7.6; 150 mM NaCl; 1% NP-40 (Calbiochem); 0.5% sodium deoxycholate; 0.1% SDS; 1 × Protease Inhibitor Cocktail (Roche); 1 mM PMSF (Sigma); 1 μg ml^−1^ aprotinin (Sigma)) using a 21G needle and 1 ml syringe. Samples were left to incubate on ice for 30 min, with vortexing every 10 min, and then centrifuged at 16,000*g* for 20 min. Supernatants were then prepared for SDS–PAGE by the addition of 2 × Laemmli sample buffer (125 mM Tris pH 6.8; 4% SDS; 25% glycerol; 0.1% bromophenol blue; 5% β-mercaptoethanol) and boiling at 95 °C for 5 min.

### Co-Immunoprecipitation and immunoblotting

For the co-IP experiments (Fig. 4a,b), HEK293 cells were transfected using Polyfect Transfection Reagent (Qiagen). Approximately 2.4 × 10^6^ cells were seeded into 100 mm tissue culture dishes and transfected 24 h later with 8 μg of Tβ4–EGFP–N3 and 80 μl Polyfect. After 48 h of post-transfection, cells were lysed as detailed above and 750 μl of lysate was used for immunoprecipitation (IP) using Dynabeads Protein G (Invitrogen), as per manufacturer’s instructions but with amendments to the incubation times. Antibodies used for IP were: Brg1-H88 (Santa Cruz); Tβ4 (Immundiagnostik); control Rabbit IgG (Abcam). Briefly, 3 μg antibody diluted in 200 μl PBS+0.02% Tween-20 were added to 50 μl Dynabeads and incubated with rotation for 2 h at room temperature. Beads were separated using a DynaMag-2 magnet (Invitrogen) and washed once with PBS+0.02% Tween-20. Lysates were added to the antibody-bound beads and incubated with rotation overnight at 4 °C. The beads were washed 4 times with PBS and suspended in 20 μl 2 × Laemmli sample buffer (125 mM Tris pH 6.8; 4% SDS; 25% glycerol; 0.1% bromophenol blue; 5% β-mercaptoethanol) boiled at 95 °C for 5 min and the supernatant collected and analysed by SDS–PAGE. Lysate not used for IP (‘INPUT’) was processed for SDS-PAGE by the addition of 2 × Laemmli sample buffer and boiling at 95 °C for 5 min. The original uncropped images of gels are shown in Supplementary Fig. 11.

Western blotting (Supplementary Fig. 1b) was performed using standard SDS–PAGE methods using HRP-conjugated secondary antibodies and enhanced chemiluminescence detection (both GE Heathcare). The original uncropped images of gels are shown in Supplementary Fig. 12.

### Dual luciferase assays

Transfection of SW13 cells for luciferase assays was performed using Lipofectamine-2000 (Invitrogen) as per manufacturer’s instructions. Briefly, 1 × 10^5^ cells were seeded into 24 well plates in antibiotics-free medium, and transfected 24 h later with 0.8 μg DNA, comprising 0.45 μg firefly luciferase in pREP4, 0.05 μg TK-Renilla luciferase in pREP7 and 0.3 μg test DNA (when transfecting 2 test constructs, a 1:1 ratio was used; when using only 1 test construct, the remaining DNA was made up with empty pCI vector, which also acted as ‘control’ DNA) and 2 μl Lipofectamine-2000. Cells were lysed 48 h post-transfection and processed for the Dual-Luciferase Reporter Assay System (Promega), as per manufacturer’s instructions. The ratio of Firefly:Renilla luminescence was used to compare samples. All transfections and subsequent readings were performed in triplicate.

### DNA constructs and plasmids

Sanger sequencing (Source Bioscience) was performed on all DNA constructs. Tβ4-EGFP-N3: using a full-length cDNA of Tβ4 in pcDNA3.1 as template DNA, PCR was performed using primers that added a Kozak sequence and *EcoRI* site to the 5′ end and a flexible glycine-serine linker and *BamHI* site to the 3′ end of the Tβ4 open-reading frame (ORF). PCR was carried out using *Pfu* polymerase (Promega). The PCR product was digested with *EcoRI* and *BamHI* and ligated into pEGFP-N3 using T4 ligase (Promega). For NLS-Tβ4-myc/pcDNA3: NLS-Tβ4-myc was synthesized by Eurofins MWG Operon and inserted into pcDNA3. For −0.2 kb-luc/pREP4: pREP4-luc was provided by Keji Zhao (NIH, Bethesda). Wt1^767^-luc/pGL2 Basic – a 767 bp sequence of the mouse *Wt1* promoter spanning −513 to +254 nucleotides relative to the transcription initiation site was provided by Holger Scholz (Berlin). Using Wt1^767^-luc/pGL2 Basic as template, ECR −0.2 kb was amplified using PCR with primers that added a *BglII* site to the 5′ end and an *XhoI* site to the 3′ end (NB. same primers as used for ChIP-qPCR (Supplementary Table 3), but relevant restriction sites were inserted in the forward and reverse sequences to allow cloning of ECR). PCR was carried out using *Pfu* polymerase. The PCR amplicon was purified, digested and was ligated to pREP4-luc. For −42 bp-luc/pREP4: using Wt1^767^-luc/pGL2 Basic as template, ECR −42 bp was amplified using PCR with primers that added a *BglII* site to the 5′ end and an *XhoI* site to the 3′ end (NB. same primers as used for ChIP-qPCR (Supplementary Table 3), but relevant restriction sites were inserted in the forward and reverse sequences to allow cloning of ECR). PCR was carried out using *Pfu* polymerase. The PCR amplicon was purified and digested with *BglII* and *XhoI* and was ligated to pREP4-luc. For +4.0 kb-luc/pREP4: using *Wt1* intron 1/pGL3 Basic as template (Christoph Englert, Jena), the intrinsic ECR +4.0 kb was amplified using PCR primers that added a *KpnI* site to the 5′ end and an *XbaI* site to the 3′ end (NB. same primers as used for ChIP-qPCR (Supplementary Table 3), but relevant restriction sites were inserted in the forward and reverse sequences to allow cloning of ECR). PCR was carried out using *Pfu* polymerase. The SV40 promoter from pGL3-promoter was excised by sequential *XhoI* and *HindIII* digestion, with the *XhoI* site blunted using T4 polymerase (Invitrogen), and ligated into the promoterless pREP4-luc, cut sequentially with *NotI* and *HindIII*, with the *NotI* site blunted using T4 polymerase. ECR +4.0 kb was digested with *KpnI* and *XbaI* and ligated into SV40 promoter-pREP4-luc cut with *KpnI* and *NheI*, thereby placing ECR +4.0 kb upstream of the SV40 promoter. For +5.8 kb-luc/pREP4: using *Wt1* intron 1/pGL3 Basic as template, the intrinsic ECR +5.8 kb was amplified using PCR primers that added a *NheI* site to the 5′ end and a *BglII* site to the 3′ end (NB. same primers as used for ChIP-qPCR (Supplementary Table 3), but relevant restriction sites were inserted in the forward and reverse sequences to allow cloning of ECR). PCR was carried out using *Pfu* polymerase. The PCR amplicon was digested with *BglII* and *NheI* and ligated into pGL3-Promoter, also cut with *BglII* and *NheI*, thereby placing ECR +5.8 kb upstream of the SV40 promoter. ECR +5.8 kb—together with the vector’s SV40 promoter and luciferase—was then excised from pGL3-promoter using *NheI* and *SalI* and ligated into pREP4 (now depleted of its luciferase). For TKRenilla/pREP7: the Renilla luciferase under control of the TK promoter was cut from pRL-TK (Promega) by sequential *BglII* and *BamHI* digestion, with the *BglII* site blunted using T4 polymerase and ligated into pREP7 (Invitrogen) cut sequentially with *XbaI* and *BamHI*, with the *XbaI* site blunted using T4 polymerase, thereby removing pREP7’s RSV promoter. Brg1/pCI: human Brg1 in pCI was a kind gift from Anthony Imbalzano (Worcester, MA). Brm/pCI: human Brm in pCI was a kind gift from Samisubbu Naidu (Indianapolis, IN).

### Generation of *Wt1* ECR*-lacZ* transgenic mice

*In vivo* validation of *Wt1* −42 bp, +4.0 Kb and +5.8 Kb ECRs activity was done using an established mouse transgenic system^30^, where a vector containing the cloned ECR (see DNA constructs and Plasmids), a *Hsp68* basal promoter and a β-galactosidase gene (*LacZ*) is integrated into the mouse genome via standard pronuclear injection of oocytes. Embryos were collected at E11.5 and stained for β-galactosidase (β-gal) activity (see below). Integration of *LacZ* transgenes was further confirmed by PCR analysis.

### β-Galactosidase staining

For β-galactosidase (β-gal) staining embryos were collected at E11.5, fixed on ice for 30 min in 2% formaldehyde solution containing 0.2% glutaraldehyde (both Sigma), washed twice with phosphate-buffered solution (PBS) on ice, and stained overnight at room temperature in X-gal staining solution containing 4 mM K_4_Fe(CN)_6_, 4 mM K_3_Fe(CN)_6_, 2 mM MgCl_2_ and 1 mg ml^−1^ X-gal (dissolved in N-dimethylformamide; Sigma).

### RNA isolation and gene expression profile by qRT-PCR

For postnatal heart samples, total RNA was isolated using Trizol reagent (Invitrogen), according to the manufacturer’s instructions. For fetal hearts or cells, total RNA was isolated using RNeasy Micro Kit (Qiagen), according to the manufacturer’s instructions. Total RNA was reverse-transcribed using oligo dT primers and Superscript III RT (Invitrogen). Real-time RT-PCR analysis was performed on an ABI 7900 Sequence Detector (Applied Biosystems) using SYBR Green (QuantitectTM SYBR Green PCR Kit, Qiagen). Data were normalized to *Hprt* or *18S* (RNA stability assay) expression. Fold-change in gene expression was determined by the 2^−ΔΔCT^ method and is presented relative to levels in sham, E11.5, E12.5 or control siRNA samples. Primer sequences are listed in Supplementary Table 3. Statistical differences were detected using a two-tailed Student’s *t*-test.

### Chromatin immunoprecipitation

Chromatin was prepared from fetal and postnatal hearts (intact and post-MI). Hearts were dissected in chilled PBS; minced and fixed with 1% formaldehyde solution at room temperature, and quenched with 0.125 M glycine before washing twice with PBS supplemented with protease inhibitors (Protease Inhibitor Cocktail Tablet (Roche), 1 mM PMSF (Sigma) and 1 μg ml^−1^ aprotinin (Sigma)). Cells were then lysed (10 mM EDTA, 50 mM Tris–HCl (pH 8.0), 1% SDS, protease inhibitors). Chromatin was sonicated to generate fragment sizes of 500–1000, bp, and immunoprecipitated using antibodies listed in Supplementary Table 4. Isolation of immunoprecipitated chromatin was done according to manufacturer’s protocol (Millipore). The amount of specific immunoprecipitated DNA was then quantified by qPCR (see above) using primers specific for each individual ECR sequence (and, as such, able to distinguish between the different DNA sequences enriched by antibody pull-down), with each reaction performed in triplicate (primers sequence used in ChIP-qPCR are included in Supplementary Table 3). Signals from individual ChIP reactions were used to calculate the % recovery of a given DNA segment relative to the total input signal. Fold enrichment was determined as the fold-change in per cent of input (ChIP signal/input signal) at the target regions (*Wt1* ECRs)^47^. For the data presented in Fig. 3 however, fold enrichment values are presented as the fold-change over the level of ChIP with negative control IgG antibody (ChIP signal/IgG signal) to allow comparison between control (co) and mutant (mut) samples.

### ChIP-sequencing

Brg1 ChIP-seq was performed on PBS- and Tβ4-primed, injured-adult hearts (biological duplicates) collected four days after MI. Briefly, tissues were cross-linked with 1% formaldehyde at room temperature for 10 min, incubated in nuclei extraction buffer first, then in lysis buffer and sonicated. Solubilized chromatin was incubated overnight at 4 °C with a specific rabbit polyclonal anti-Brg1 antibody (Millipore; Supplementary Table 4) coupled to anti-rabbit IgG Dynabeads (Invitrogen). Immunoprecipitated chromatin was then purified by standard phenol-chlorophorm extraction and DNA libraries were prepared with the NEBNext Ultra DNA Library Prep Kit for Illumina according to the manufacturer’s protocol. Libraries were quantified with Qubit dsDNA HS Assay Kit (Invitrogen) and KAPA Library Quantification Kit for Illumina, and then sequenced on an Illumina NextSeq 500 instrument. Sequence reads were mapped with Bowtie (version 1.0.0), using-m 2-X 2000 parameter, to the mouse reference genome (mm9), obtained from the UCSC genome browser. Peaks were called using MACS2 (version 2.0.10) using bdgcomp function. 

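The rule was applied to the Tβ4-primed list with a later version of Bedtools, 2.31.1, and the GENCODE genes of mm9, keeping every gene at the smallest distance. The 524614 regions gave 538887 pairs of a region and a gene. Of the regions, 230105, or 43.9%, overlapped a gene by at least 1 bp. Genes span 39.8% of the bases of the chromosomes, unsequenced bases included. The first share counts regions and the second counts bases, so their difference does not measure enrichment in genes. For the regions outside genes, the median distance to the closest gene was 35532 bp. Within 5 kb of a gene lay 52.2% of the regions. A region can thus be assigned to a gene far outside its flanks, as for Tcf21, which was the closest gene of 40 regions although a single one lay within 5 kb of it.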

Genes closest to peaks were determined using Bedtools (version 2.17.0). Bigwig files were generated using an enhanced perl script (courtesy of Dr Jim Hughes, Weatherhall Institute of Molecular Medicine, University of Oxford, UK). Plots were made using ChiPSeeker R/Bioconductor package^48^.

### Sequential ChIP

After primary ChIP, specific immunoprecipitates were washed, eluted, incubated with 10 mM dithiothreitol at 37 °C for 30 min, diluted 10 times in ChIP buffer (10 mM EDTA, 50 mM Tris–HCl (pH 8.0), 1% SDS, protease inhibitors) and re-immunoprecipitated with the secondary antibodies. Isolation of re-immunoprecipitated chromatin was done according to manufacturer’s protocol (Millipore). Extracted DNA was used for qPCR (see above). Fold enrichment was determined as the fold-change in per cent IgG (ChIP signal/IgG signal) at the target regions^47^,^49^.

### siRNA experiments

siRNA sequences targeting *Brg1* and *C/EBPβ* transcripts (Silencer Select Pre-designed siRNA from Ambion) were transfected into mouse primary epicardial cells using Lipofectamine 2000 (Life Technologies) according to the manufacturer's instructions.

### Statistical analysis

Animal numbers and sample sizes reflected the minimal number needed for statistical significance based on previous experience. For MI studies, hearts showing no morphological signs of infarct (for example, tissue blanching around the ligating suture) at the stage of sample collection were excluded from further analysis. No randomization or blinding was used. Statistics were calculated using Microsoft Excel and Prism Graphpad software. The statistical significance between two groups was determined using two-tailed Student’s *t*-test (Microsoft Excel), and the data were reported as mean±s.d. Among three or more groups (for example, data shown in Supplementary Fig. 9), one-way analysis of variance (ANOVA) followed up by Tukey’s multiple comparison test was used for comparisons (Prism Graphpad software). A value of *P*<0.05 was considered statistical significant.

### Data availability

The ChIP-seq data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE76239. All other relevant data are available from the corresponding authors on reasonable request.

## Additional information

**How to cite this article:** Vieira, J. M. *et al*. BRG1-SWI/SNF-dependent regulation of the *Wt1* transcriptional landscape mediates epicardial activity during heart development and disease. *Nat. Commun.* **8**, 16034 doi: 10.1038/ncomms16034 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
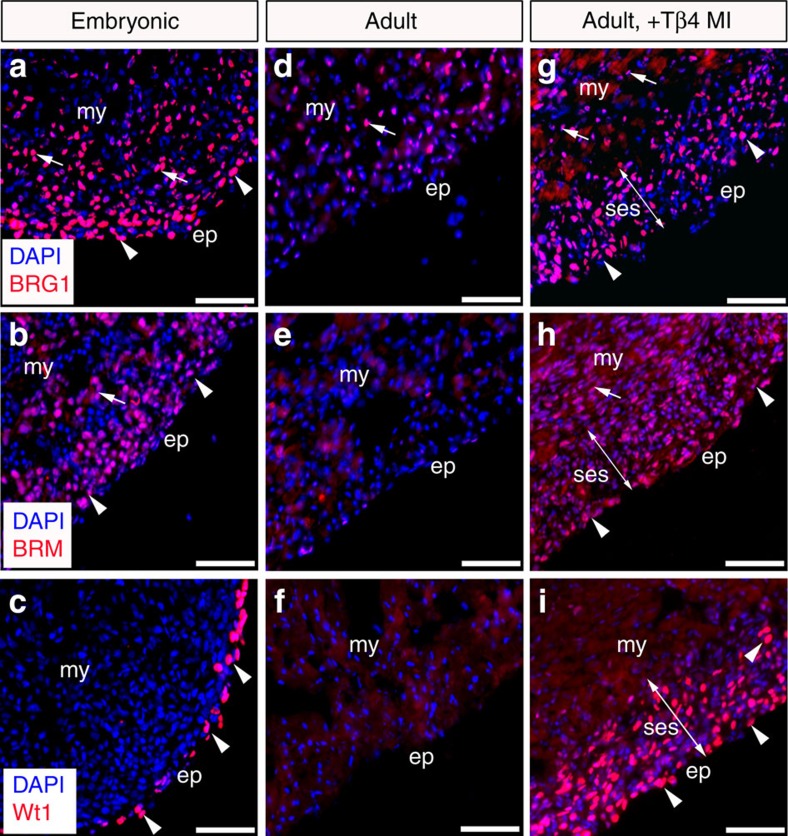
BRG1 and BRM are expressed in the developing and adult epicardium. (**a**–**i**) Immunostaining for BRG1, BRM and Wt1 in mouse E11.5 (**a**–**c**), adult (**d**–**f**) and adult primed- (+Tβ4), -injured (day 4 post-MI) hearts (**g**–**i**). Arrows mark myocardium, arrowheads mark epicardium and double-arrow indicates the expansion of the subepicardial space post-MI. ep, epicardium; my, myocardium; ses, subepicardial space. All scale bars 100 μm.

**Figure 2:**
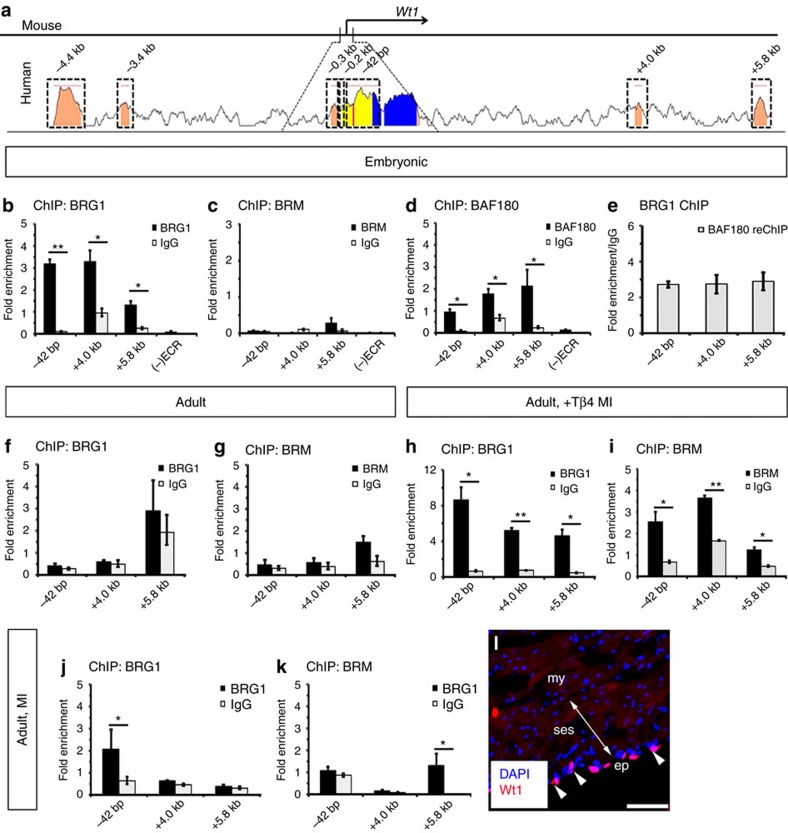
ATP-dependent SWI/SNF complexes bind ECRs in the *Wt1* locus. (**a**) Sequence alignment of the *Wt1* locus from mouse and human. Peak heights indicate degree of sequence homology; pink bars above the peaks denote evolutionary conserved regions (ECRs); yellow represents the 5′ untranslated region (UTR); blue indicates exon 1. Boxed regions were selected for further analysis by ChIP. Numbers above boxed regions denote ECR approximate distances upstream (−) or downstream (+) of the transcription start site (TSS). (**b**–**d**) ChIP-qPCR data using chromatin derived from embryonic hearts at E11.5 and anti-BRG1, anti-BRM or anti-BAF180 antibodies. Note that no enrichment was detected in non-ECR elements ((−)ECR) confirming ChIP signal specificity. (**e**) Sequential ChIP (re-ChIP) with an anti-BAF180 antibody using embryonic heart-derived chromatin pulled-down with anti-BRG1. (**f**,**g**) ChIP-qPCR data using chromatin derived from adult intact (no MI) hearts and anti-BRG1 or anti-BRM antibodies. (**h**,**i**) ChIP-qPCR data using chromatin derived from adult primed- (+Tβ4), injured-hearts at day 4 post-MI and anti-BRG1 or anti-BRM antibodies. (**j**,**k**) ChIP-qPCR data using chromatin derived from adult non-primed, injured-hearts at day 4 post-MI and anti-BRG1 or anti-BRM antibodies. (**l**) Wt1 immunostaining in post-MI adult hearts showing expanded subepicardial space (indicated by double-arrow), but weak re-expression of Wt1 in the epicardium (arrowhead). Three independent experiments per antibody were performed using 20 hearts at E11.5 and three adult hearts per experiment. ChIP results are presented as fold enrichment over input, whereas re-ChIP results are present in fold enrichment over the level of ChIP with negative control IgG antibody. All error bars are data±s.d. Significant differences (*P* values) were calculated using two-tailed Student’s *t*-test (*P≤0.05; **P≤0.01). bp, base pairs; kb, kilobases; my, myocardium; ses, subepicardial space. Scale bar 100 μm.

**Figure 3:**
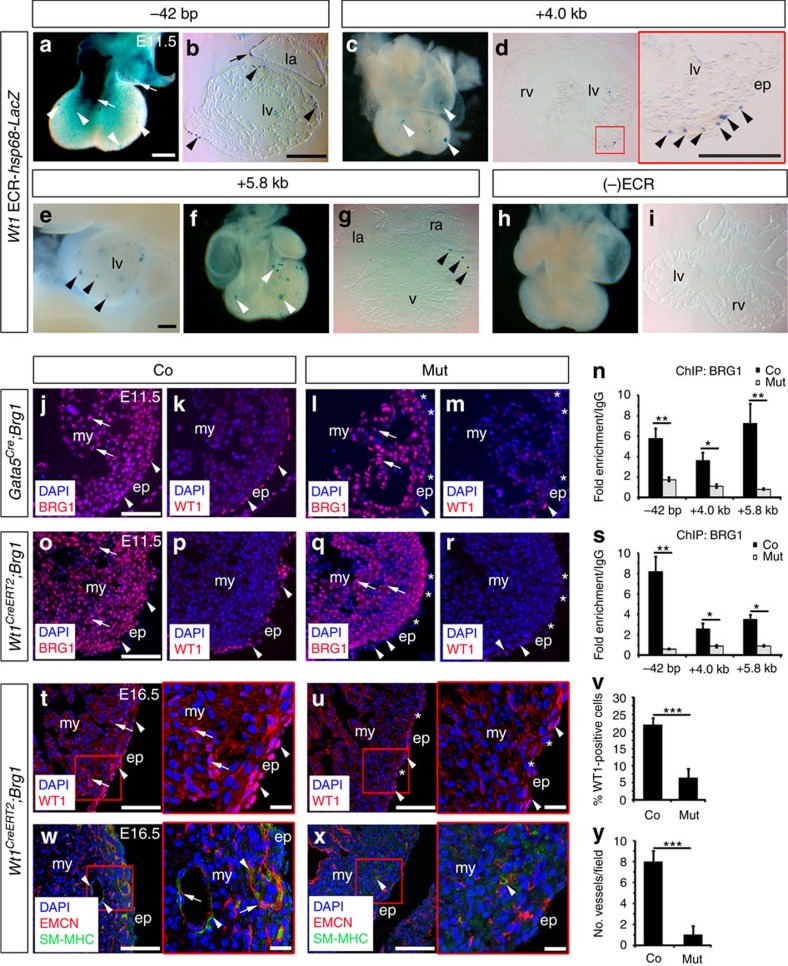
*Wt1* ECRs drive gene expression and BRG1 is required for EPDC activity. (**a**–**i**) *Wt1* ECRs are sufficient to drive *LacZ* expression in the epicardium at E11.5. Whole-mount (**a**,**c**,**e**,**f**,**h**) and transverse-sectioned hearts (**b**,**d**,**g**,**i**) are shown. Arrowheads mark epicardium covering the ventricles; arrows mark epicardium covering the atria (**a**,**b**) and outflow tract (**a**). Two (−42 bp), five (+4.0 kb) and six (+5.8 kb) transgenic mice were examined to assess the reproducibility of reporter activity patterns. (**j**–**s**) BRG1 and Wt1 immunostaining of E11.5 hearts documenting *Brg1* deletion (asterisks in **l**,**q**) and Wt1 reduction (asterisks in **m**,**r**) in the epicardium of *Brg1* cKOs compared to littermate controls (arrowheads in **j**,**k** and **o**,**p**). Note reduced BRG1 expression also in the myocardium (arrows; compared **j** with **l** versus **o** with **q**) of *Gata5*^*Cre*^*;Brg1*^*flox/flox*^, but not *Wt1*^*CreERT2*^*;Brg1*^*flox/flox*^ hearts. (**n**,**s**) BRG1 ChIP-qPCR data. Three independent ChIP experiments were performed per group (*n*=10 hearts) and are presented as fold enrichment over IgG. (**t**,**u**) Wt1 immunostaining of E16.5 hearts documenting fewer Wt1-positive cells in the epicardium (arrowheads) and EPDCs invading the subepicardial and myocardial layers (arrows) in *Brg1* cKOs. Note magnified views of (red) inset boxes in **t** and **u**. (**v**) Quantification of Wt1-expressing cells in E16.5 hearts as %=(total number of Wt1-positive cells per section/total number of DAPI nuclei per section) × 100; co, *n*=3 hearts; mut, *n*=4 hearts. (**w**,**x**) Endomucin (EMCN) and smooth-muscle myosin heavy chain 11 (SM-MHC) immunostaining of E16.5 hearts documenting a reduction of patent coronary vessels, containing endothelium (arrow) surrounded by smooth muscle (arrowheads), in *Brg1* cKOs hearts. Note magnified views of (red) inset boxes in panels **w** and **x**. (**y**) Quantification of patent vessels per field in E16.5 hearts; 6 fields analysed per section per genotype; co, *n*=3 hearts; mut, *n*=4 hearts. All error bars are data±s.d. Significant differences (*P* values) were calculated using two-tailed Student’s *t*-test (*P≤0.05; **P≤0.01; ***P≤0.001). co, control; ep, epicardium; la, left atrium; lv, left ventricle; mut, mutant; my, myocardium ra, right atrium; rv, right ventricle; v, ventricle. All scale bars 200 μm, except **j**,**o**,**t**,**u**,**w**,**x** 100 μm and magnified views of inset boxes in **t**,**u**,**w**,**x** 20 μm.

**Figure 4:**
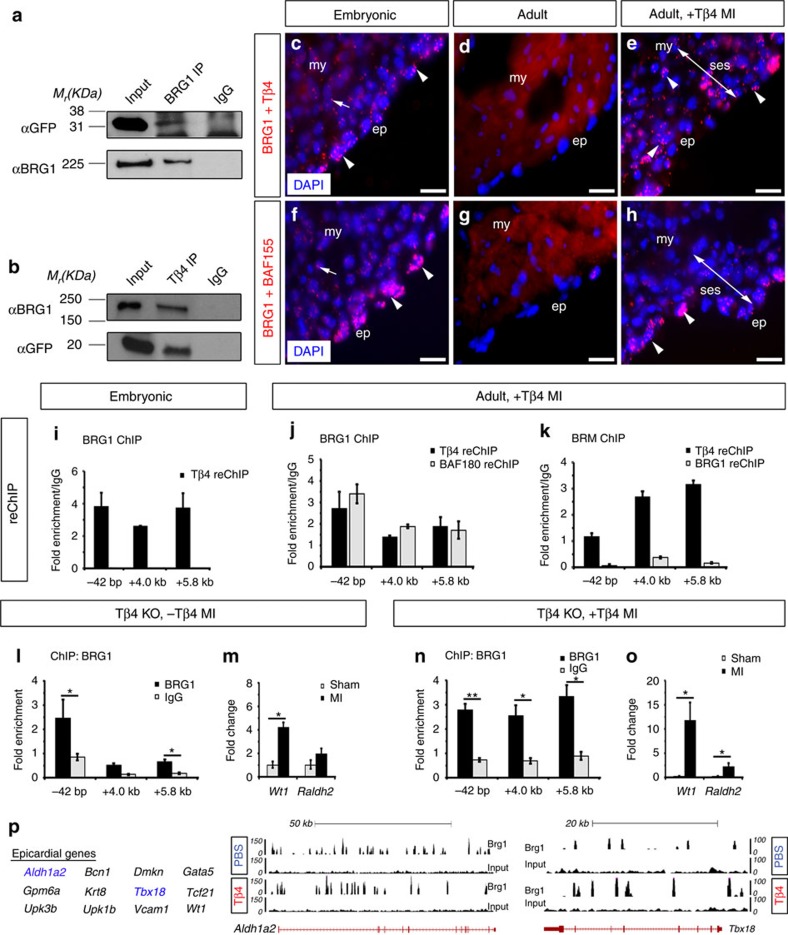
Tβ4 interacts with SWI/SNF enhancing activation of the adult epicardium. (**a**,**b**) Immunoprecipitation experiments with Tβ4-EGFP-transfected cells using anti-BRG1 (**a**) or anti-Tβ4 (**b**) antibodies. The original uncropped images of gels are shown in Supplementary Fig. 11. (**c**–**e**) Duolink *in situ* analysis using anti-rabbit PLUS and anti-mouse MINUS PLA probes specific for Tβ4 and BRG1 antibodies respectively, in embryonic (**c**), intact adult (**d**) and post-MI hearts (**e**). (**f**–**h**) Duolink *in situ* analysis using anti-rabbit PLUS and anti-mouse MINUS PLA probes against BRG1 and BAF155. (**i**–**k**) re-ChIP with anti-Tβ4, anti-BAF180 or anti-BRG1 antibodies using chromatin pulled-down with anti-BRG1 (**i**,**j**) or anti-BRM (**k**) to examine Tβ4-SWI/SNF complex formation in E11.5 (**i**) and adult post-MI, primed hearts (**j**,**k**). (**l**) ChIP-qPCR data from chromatin derived from post-MI, Tβ4 knockout (KO) adult hearts showing minimal binding of BRG1 in *Wt1* ECRs. (**m**) *Wt1* and *Raldh2* expression analysis by qRT-PCR compared to sham-operated animals. (**n**) ChIP-qPCR data from chromatin generated from primed- (+Tβ4), and injured- (MI) adult Tβ4 knockout hearts revealing BRG1 strong enrichment in *Wt1* ECRs. (**o**) *Wt1* and *Raldh2* expression analysis by qRT-PCR compared to sham-operated animals. At least three independent ChIP experiments per antibody per sample group (*n*=10 fetal hearts; *n*=3 adult hearts) were performed. ChIP results are presented as fold enrichment over input, whereas re-ChIP results are present in fold enrichment over the level of ChIP with negative control IgG antibody. (**p**) List of representative BRG1-enriched epicardial genes shared between PBS- and Tβ4-primed, -injured (MI) adult hearts and representative UCSC browser snapshots of the *Aldh1a2* and *Tbx18* loci (highlighted in blue in the list of genes) derived from the Brg1 ChIP-seq experiments. All error bars are data±s.d. Significant differences (*P* values) were calculated using two-tailed Student’s *t*-test (*P≤0.05; **P≤0.01). ep, epicardium; my, myocardium; ses, subepicardial space. All scale bars 50 μm.

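Of the 12 genes in the list of Fig. 4p, Dmkn, Gata5, Krt8 and Vcam1 are not named in the text on this experiment. In the Tβ4-primed list, Dmkn, on chromosome 7 from 31548775 to 31566085, had 9 regions in the gene body and its 5 kb flanks, at a percentile of 81 among genes of similar length. Gata5, on chromosome 2 from 180059838 to 180069404, had 6 regions, 1 of them over the TSS, and regions covered 69.1% of its gene body. Vcam1, on chromosome 3 from 115812938 to 115832606, had 7 regions that covered 49.9% of its window. Krt8, on chromosome 15 from 101827142 to 101834773, had no region in its gene body. Its window held 2 regions in the flanks, and the nearest of the regions closest to Krt8 lay 3197 bp from the gene. By the closest-gene rule Krt8 counted as bound, with 3 regions, and by overlap with the gene body it did not.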

# Supplementary material for: BRG1-SWI/SNF-dependent regulation of the Wt1 transcriptional landscape mediates epicardial activity during heart development and disease
**Source:** Nat Commun. 2017 Jul 24;8:16034. doi: 10.1038/ncomms16034
**Supplement:** Supplementary Information

File Name: Supplementary Information

Description: Supplementary Figures, Supplementary Tables and Supplementary References.

Vieira et al\_Supplementary Figure 1

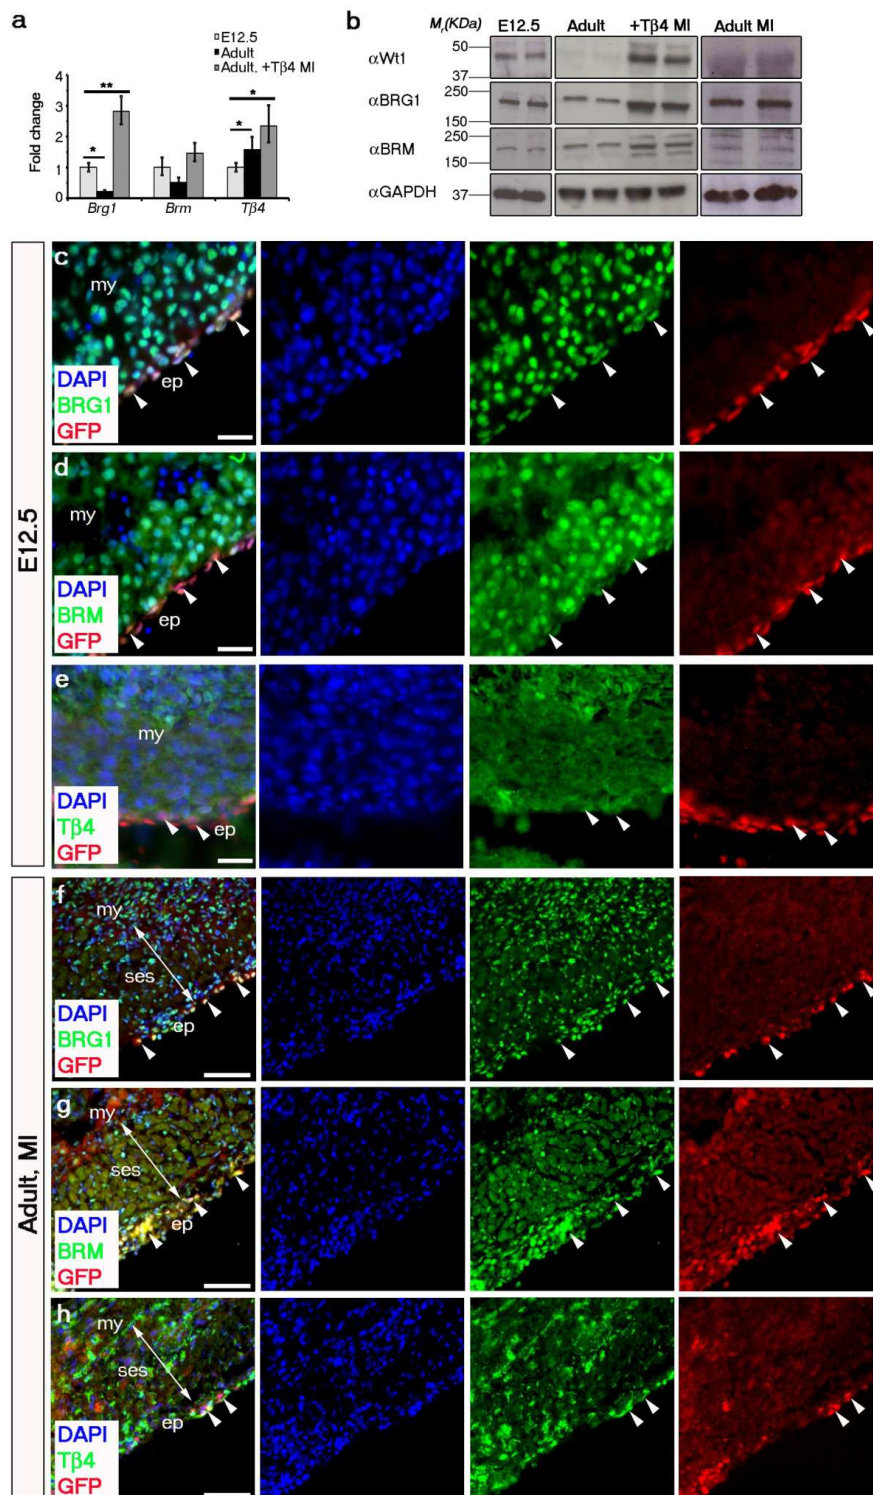

**Supplementary Figure 1. Dynamic expression of BRG1, BRM and Tβ4 in heart development and injury.**

(a) qRT-PCR analysis of *Brg1*, *Brm* and *Tβ4* expression levels in developing (E12.5) and adult (intact and primed- (+Tβ4), injured-) hearts. (b) Immunoblotting studies using anti-

Wt1, anti-BRG1, anti-BRM and anti-GAPDH antibodies on protein extracts from E12.5 and adult (intact, primed- (+T $\beta$ 4) and non-primed MI) hearts. The original uncropped images of gels are shown in **Supplementary Fig. 12**. (c-e) Immunostaining for GFP (Wt1) and BRG1, BRM or T $\beta$ 4 in E12.5 hearts. Arrowheads mark epicardial cells co-expressing GFP and BRG1, BRM or T $\beta$ 4. (f-h) Immunostaining for GFP (Wt1) and BRG1, BRM or T $\beta$ 4 at day 4 post-MI (Adult, MI) showing co-localization in reactivated EPDCs (arrowheads). Note that even though injury alone led to expansion of the subepicardial space (indicated by double-arrows), *Wt1* (GFP) was weakly reactivated. All error bars are data  $\pm$  s.d. Significant differences (*P* values) were calculated using two-tailed Student's *t*-test (\**P*  $\leq$  0.05; \*\**P*  $\leq$  0.01). ep, epicardium; my, myocardium; ses, subepicardial space. All scale bars 50 $\mu$ m, except e,f 100 $\mu$ m.

Vieira et al\_Supplementary Figure 2

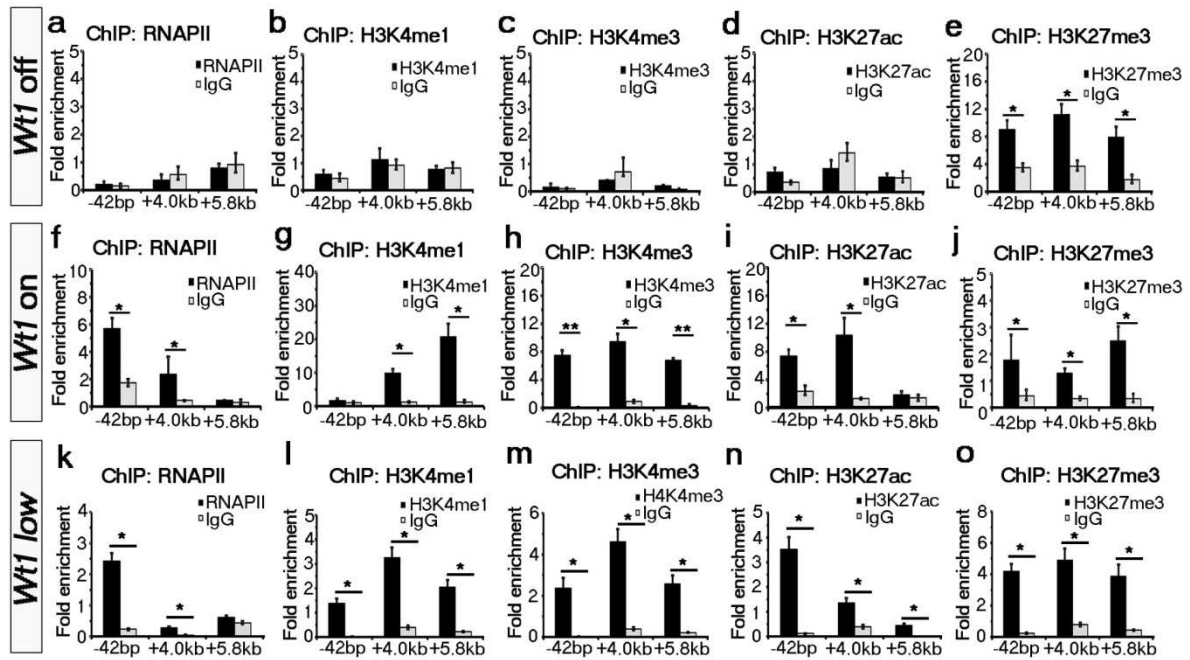

**Supplementary Figure 2. Dynamic epigenetic regulation of *Wt1* ECRs in heart development and injury.**

(a-o) Comparative RNA polymerase II-phosphorylated on serine 5 (RNAPII), H3K4me1, H3K4me3, H3K27ac and H3K27me3 ChIP-qPCR data from chromatin derived from hearts lacking (adult heart), exhibiting strong (embryonic and adult primed- (+T $\beta$ 4), post-MI hearts) or low *Wt1* activity (post-MI hearts). Three independent ChIP experiments per antibody per sample group ( $n = 3$ ) were performed and are presented as fold enrichment over input. ChIP-qPCR data from chromatin derived from embryonic and adult primed- (+T $\beta$ 4), post-MI heart samples were combined and are shown in f-j. All error bars are data  $\pm$  s.d. Significant differences ( $P$  values) were calculated using two-tailed Student's  $t$ -test (\* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ).

### Vieira et al\_Supplementary Figure 3

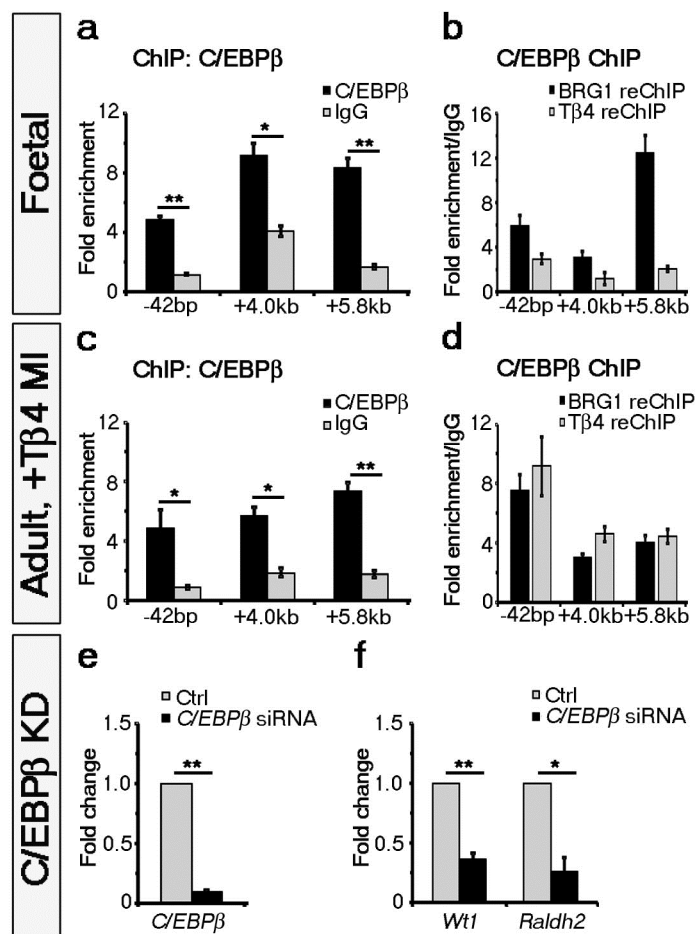

**Supplementary Figure 3. The pioneer transcription factor C/EBPβ binds to *Wt1* ECRs and is required for *Wt1* expression.**

(a) ChIP-qPCR data using chromatin derived from embryonic hearts at E11.5 and anti-C/EBPβ antibody. (b) Sequential ChIP (re-ChIP) with anti-BRG1 and anti-Tβ4 antibodies using embryonic heart-derived chromatin pulled-down with anti-C/EBPβ. (c) ChIP-qPCR data using chromatin derived from adult primed- (+Tβ4), injured-hearts at day 4 post-MI and an anti-C/EBPβ antibody. (d) re-ChIP with anti-BRG1 and anti-Tβ4 antibodies using C/EBPβ-enriched chromatin from Tβ4-primed post-MI hearts. (e,f) qRT-PCR analysis of *C/EBPβ*, *Wt1* and *Raldh2* transcript levels in mouse primary epicardial cells transfected with specific *C/EBPβ* siRNA sequences. Three independent experiments per antibody were performed using an average of 20 hearts at E11.5 and three adult hearts per experiment. ChIP

results are presented as fold enrichment over input, whereas re-ChIP results are present in fold enrichment over the level of ChIP with negative control IgG antibody. All error bars are data  $\pm$  s.d. Significant differences ( $P$  values) were calculated using two-tailed Student's  $t$ -test ( $*P \leq 0.05$ ;  $**P \leq 0.01$ ).

# Vieira et al\_Supplementary Figure 4

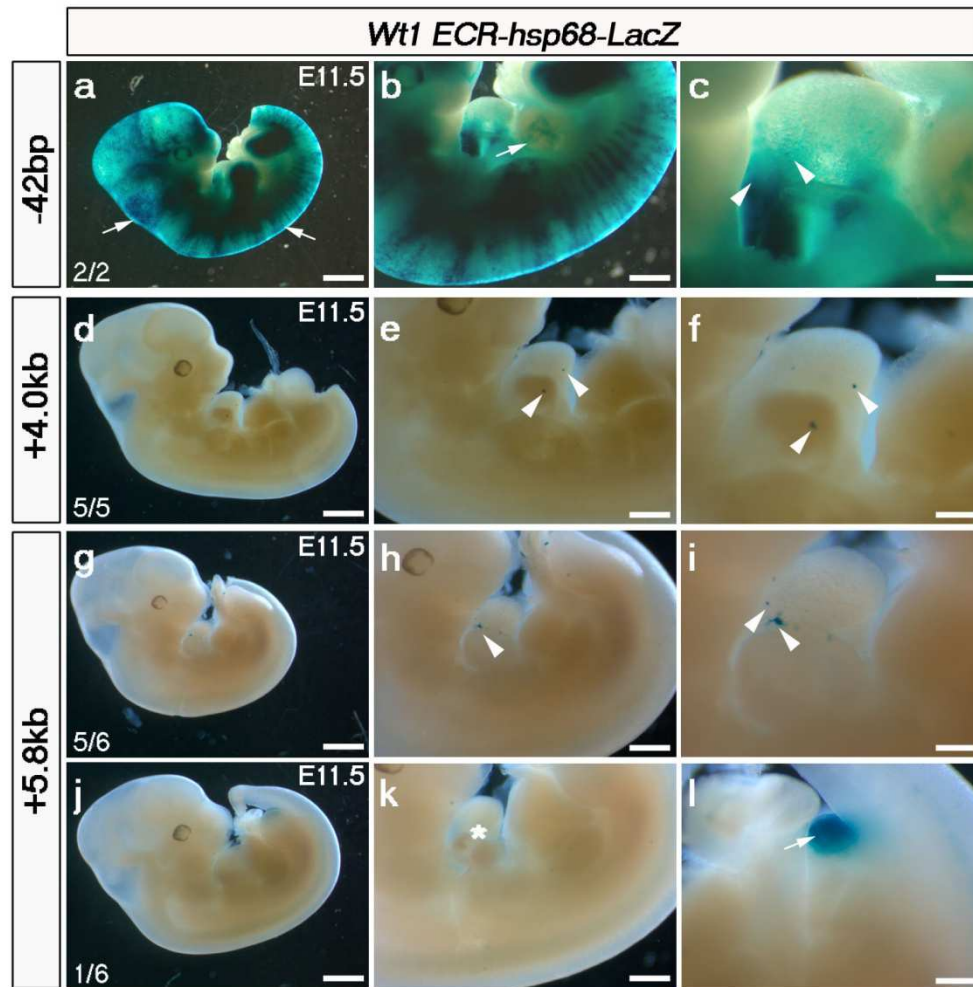

**Supplementary Figure 4. *Wt1* ECRs drive gene expression in the developing embryo.**

(a-c) -42bp ECR-driven *LacZ* expression ( $n=2$  embryos) recapitulates *Wt1* pattern of expression in the developing embryo at E11.5, comprising domains in the spinal cord and brain (arrows in a), gut mesothelium (arrow in b) and epicardium (arrowheads in c). (d-f) +4.0kb ECR-driven *LacZ* expression ( $n=5$  embryos) is restricted to the developing epicardium (arrowheads in e and f). (g-i) +5.8kb ECR-driven *LacZ* expression ( $n=6$  embryos) is mostly restricted to the developing epicardium (5 out 6 embryos; arrowheads in h and i), but can also be detected in the urogenital region (1 out 6 embryos; arrow in i), where *Wt1* plays an essential role during development. Asterisk in k indicates lack of  $\beta$ -gal activity in the epicardium. 2-6 transgenic mice with independent ECR integration were examined to

assess the reproducibility of any given reporter activity pattern. Scale bars: **a,d,g,j** 1mm, **b,e,h,k** 500 $\mu$ m and **c,f,i,l** 160 $\mu$ m.

# Vieira et al\_Supplementary Figure 5

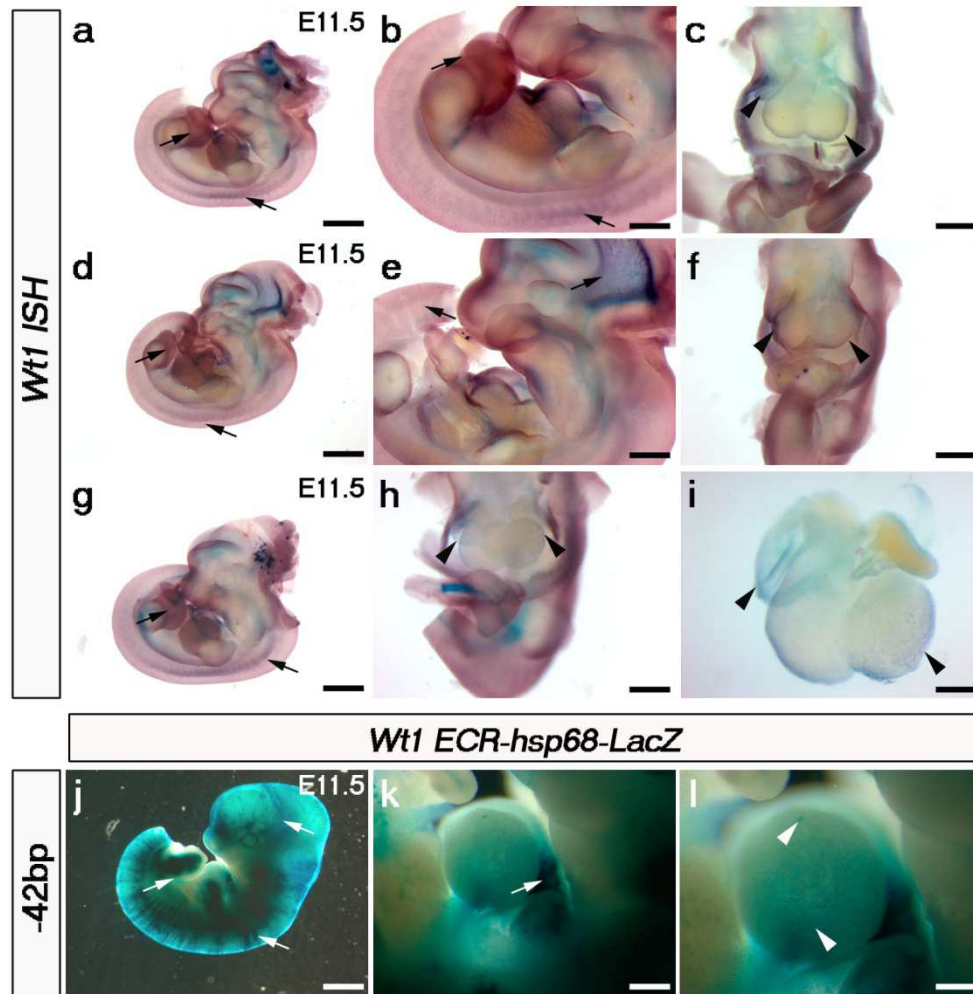

**Supplementary Figure 5. The -42bp ECR recapitulates the pattern of expression of *Wt1* in the developing embryo.**

(a-i) Whole-embryo *in situ* hybridization for *Wt1* mRNA in the developing embryo at E11.5, showing expression in the limb buds (arrows), head and spinal cord domains (arrows) and epicardial layer covering the ventricles and atria (arrowheads). (j-l) -42bp ECR-driven *LacZ* expression recapitulates *Wt1* pattern of expression in the developing embryo at E11.5, comprising domains in the spinal cord and brain (arrows) and epicardium covering ventricles and outflow tract (arrowheads). Similarities in the spatial pattern of expression of the *Wt1* mRNA and -42bp ECR-driven *LacZ* expression support the role of this ECR as the *Wt1* core promoter. Scale bars: a,d,g,j 1mm, b,c,e,f,h,k 500µm, i 160µm and j 100µm.

Vieira et al\_Supplementary Figure 6

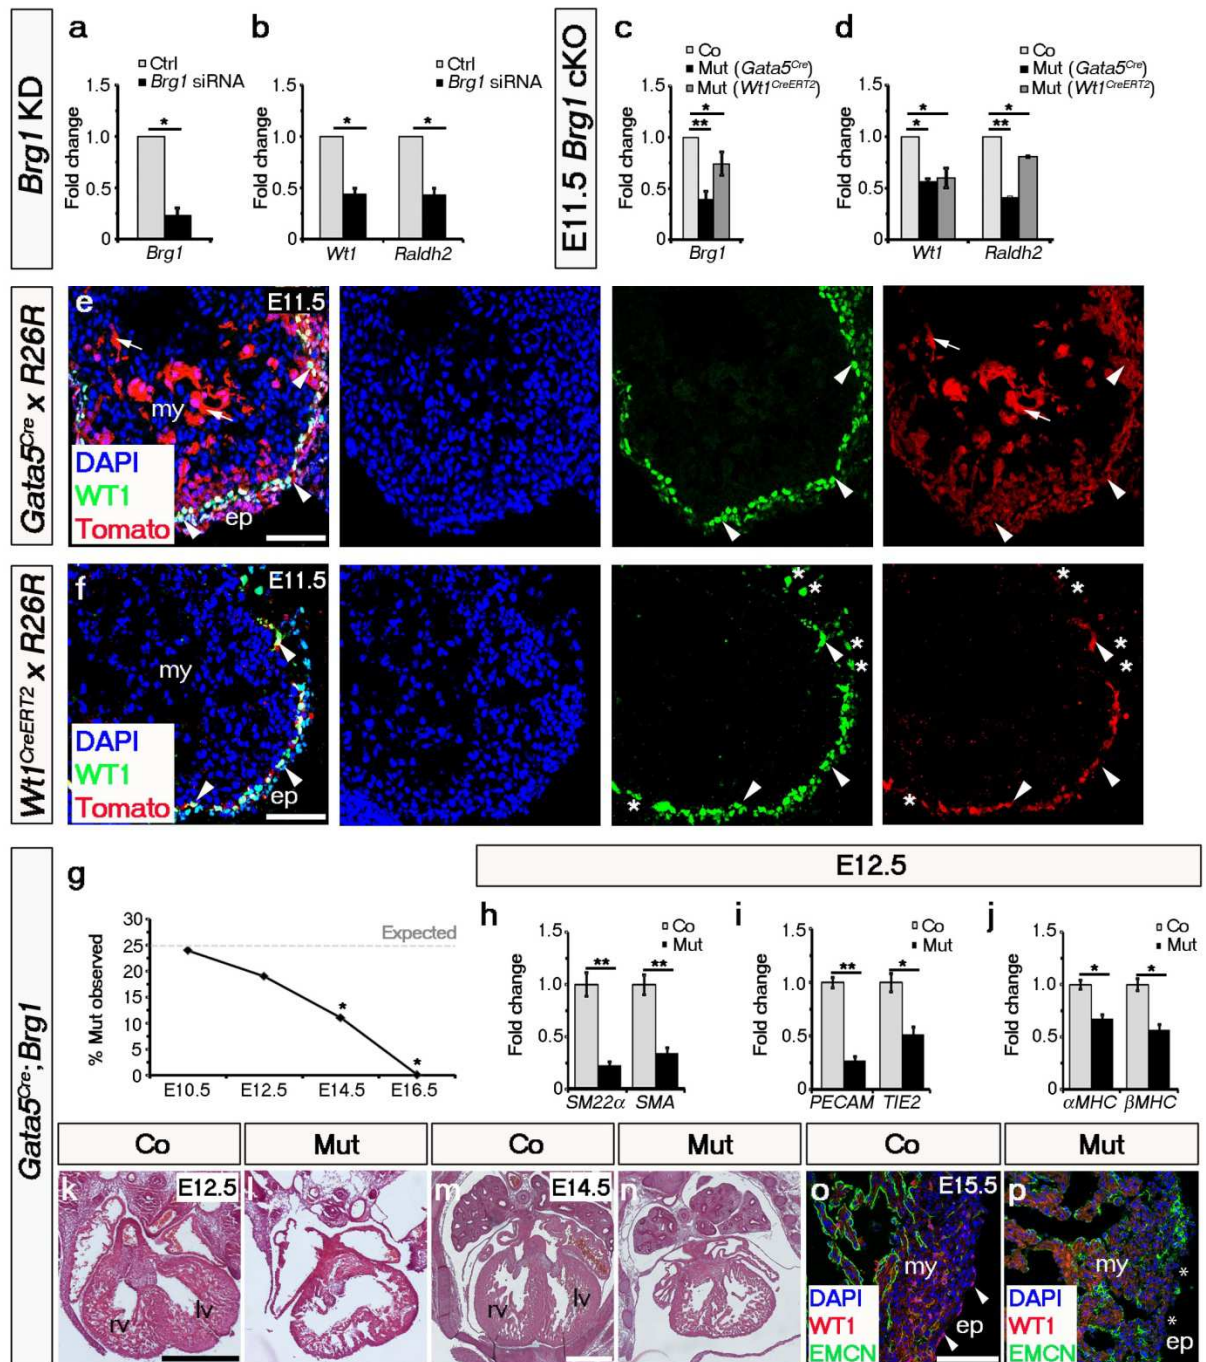

Supplementary Figure 6. BRG1 is required for *Wt1* expression, characterization of *Gata5<sup>cre</sup>* and *Wt1<sup>CreERT2</sup>* epicardial Cre lines, and phenotypic assessment of *Gata5<sup>cre</sup>;Brg1<sup>F/F</sup>* mutant embryos.

(a,b) qRT-PCR analysis of *Brg1*, *Wt1* and *Raldh2* transcript levels in mouse primary epicardial cells transfected with specific *Brg1* siRNA sequences. (c,d) qRT-PCR analysis of

*Brg1*, *Wt1* and *Raldh2* expression levels in *Brg1* epicardial-deficient (cKO) embryonic hearts at E11.5 generated by crossing *Gata5<sup>Cre</sup>* or *Wt1<sup>CreERT2</sup>* strains with *Brg1<sup>flox/flox</sup>* mice. (e) Native tomato fluorescence and Wt1 immunostaining analysis of coronal sections of embryonic *Gata5<sup>Cre</sup>;R26R<sup>tdTomato</sup>* hearts at E11.5 documenting *Cre* activity domain extending beyond the Wt1-positive epicardium (arrowheads) including the developing myocardium and endocardium (arrows). (f) Native tomato fluorescence and Wt1 immunostaining analysis of coronal sections of embryonic *Wt1<sup>CreERT2</sup>;R26R<sup>tdTomato</sup>* hearts at E11.5 showing that whilst *CreERT2* activity accurately targets the developing epicardium (arrowheads), targeting is not fully efficient as some Wt1-positive cells were tomato-negative (asterisks). (g) Percentage (%) of *Gata5<sup>cre</sup>;Brg1<sup>F/F</sup>* mutant embryos observed in litters arising from crosses between a male of the genotype *Gata5<sup>Cre</sup>;Brg1<sup>F/+</sup>* and a female of the genotype *Brg1<sup>F/F</sup>* collected at E10.5 (24%; 8 mutants out of 33 embryos), E12.5 (19%; 13 mutant out of 69 embryos), E14.5 (11%; 8 mutants out of 73 embryos), E16.5 (0%; 0 mutants out of 23 embryos). (h-j) qRT-PCR analysis of *SM22α*, *αSMA*, *PECAM*, *Tie2*, *αMHC* and *βMHC* expression levels in *Gata5<sup>cre</sup>;Brg1<sup>F/F</sup>* mutant (mut) and control (co; *Gata5<sup>Cre</sup>* negative) embryonic hearts at E12.5. (k-n) Representative hematoxylin and eosin staining of transverse sections of E12.5 (k,l) and E14.5 (m,n) embryos arising from crosses between a male of the genotype *Gata5<sup>Cre</sup>;Brg1<sup>F/+</sup>* and a female of the genotype *Brg1<sup>F/F</sup>*. (o,p) Immunostaining for Wt1 and Endomucin (EMCN) in E15.5 control (co) and mutant hearts (mut; *Gata5<sup>cre</sup>;Brg1<sup>F/F</sup>*; 1 mutant embryo out of 16 embryos). Arrowheads in o mark Wt1-expressing epicardial cells. Asterisks in p indicate lack of Wt1 expression in the epicardium. Note disorganized EMNC-expressing endocardium and lack of clear EMCN-positive blood vessel structures in the myocardium of mutant hearts. All error bars are data ± s.d. Significant differences (*P* values) in a-d,h-j were calculated using two-tailed Student's *t*-test, whilst a Chi-square test ( $\chi^2$ ) was performed in g to evaluate statistically significant differences between the observed and

expected (25%; grey line in **g**) numbers of *Gata5<sup>cre</sup>;Brg1<sup>F/F</sup>* mutant embryos, assuming Mendelian inheritance of a single copy number of *Cre* (\* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ). co, control; ctrl, control; ep, epicardium; lv, left ventricle; mut, mutant; my, myocardium; rv, right ventricle. All scale bars 100 $\mu$ m, except **k-n** 1mm.

# Vieira et al\_Supplementary Figure 7

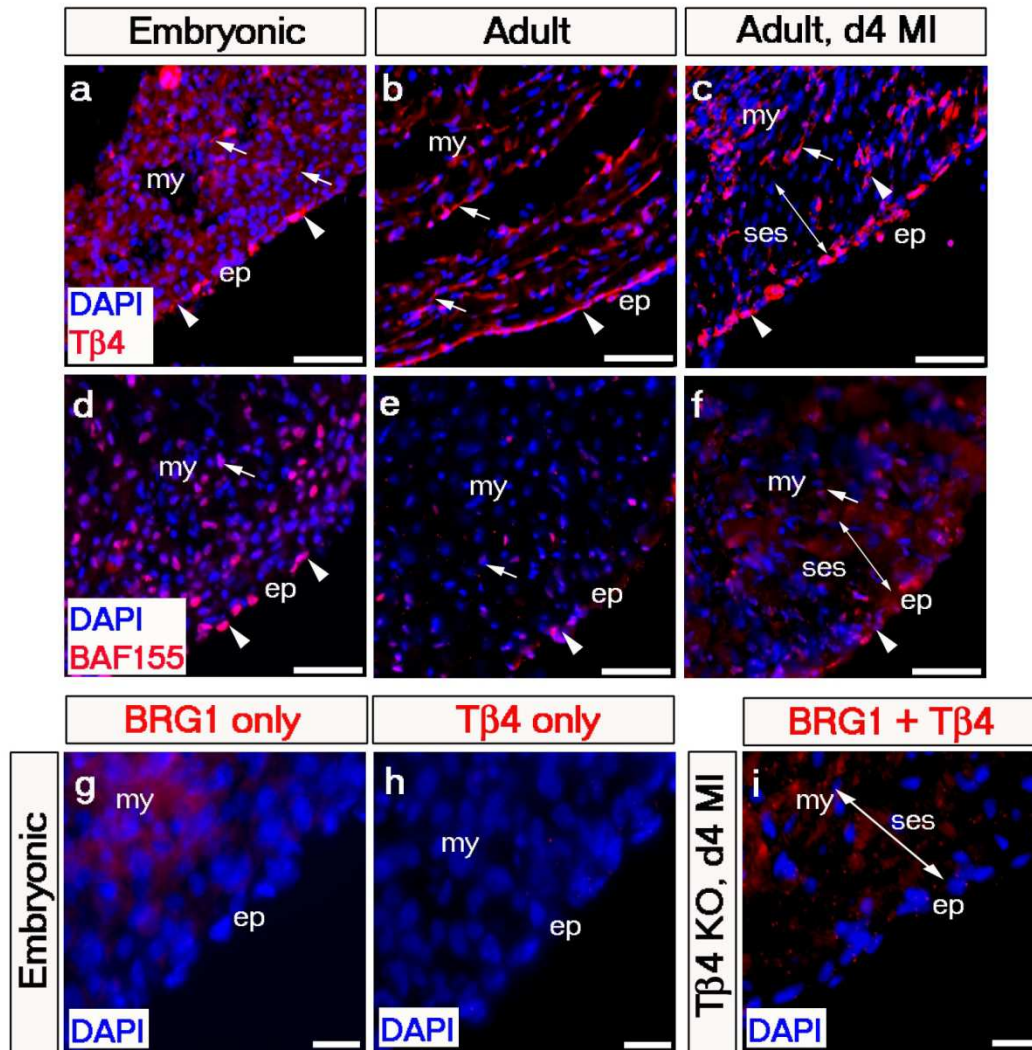

**Supplementary Figure 7. Characterization of Tβ4 and BAF155 expression in heart development and injury.**

(a-c) Immunostaining for Tβ4 in embryonic, adult-intact and adult-post-MI hearts. (d-f) Immunostaining for BAF155 in embryonic, adult-intact and adult-post-MI hearts. Arrows mark the myocardium, arrowheads mark the epicardium and double-arrow indicates the extended subepicardial space. (g,h) Duolink in situ analysis using PLA probes specific for BRG1 or Tβ4 alone revealed no nuclear PLA red signals (speckles) in the developing myocardium or epicardium. (i) Combination of PLA probes against anti-BRG1 and anti-Tβ4 antibodies revealed no nuclear speckles in the myocardium, epicardium or subepicardial

space of post-MI hearts from *Tβ4* knockout mice. ep, epicardium; my, myocardium; ses, subepicardial space. All scale bars 100 μm, except **g-i** 50 μm.

## Vieira et al\_Supplementary Figure 8

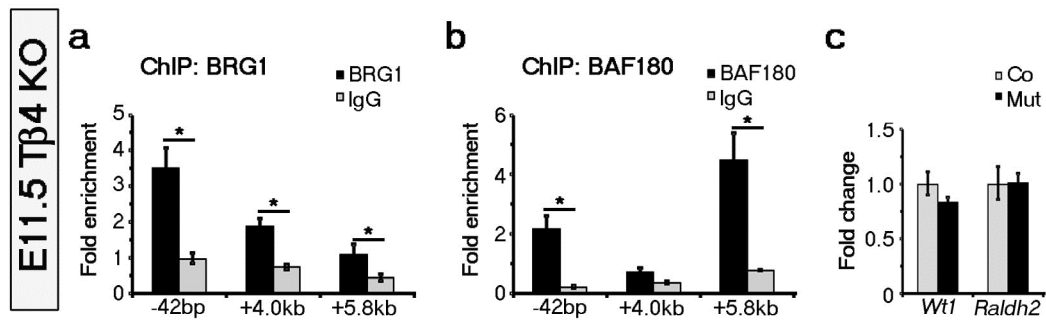

**Supplementary Figure 8. Endogenous T $\beta$ 4 is not required for SWI/SNF-mediated expression of *Wt1* in the developing heart.**

(a,b) Profiling of Brg1 and BAF180 occupancy within the *Wt1* locus by ChIP-qPCR using chromatin derived from hearts of *T $\beta$ 4*-deficient embryos. (c) qRT-PCR analysis documenting no significant differences in *Wt1* or *Raldh2* (downstream target of *Wt1*) expression in hearts from *T $\beta$ 4*-deficient embryos comparing to wild-type littermates. Three independent ChIP experiments per antibody per sample group ( $n = 10$  fetal hearts) were performed and are presented as fold enrichment over input. All error bars are data  $\pm$  s.d. Significant differences ( $P$  values) were calculated using two-tailed Student's  $t$ -test ( $*P \leq 0.05$ ).

## Vieira et al\_Supplementary Figure 9

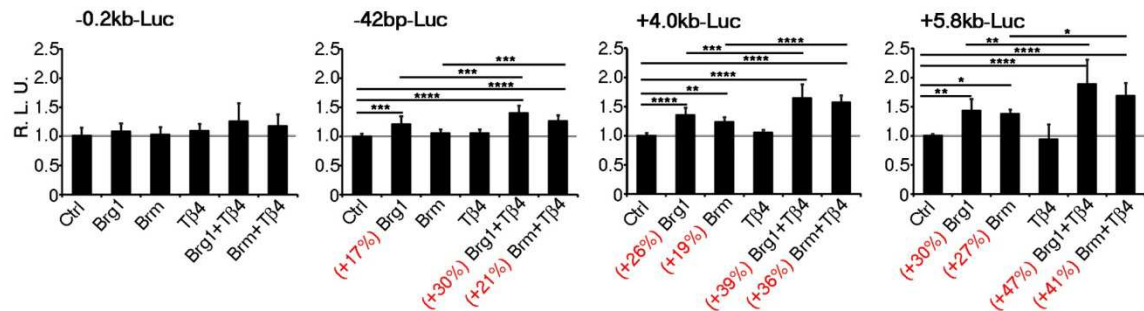

### Supplementary Figure 9. Tβ4 augments the activation of *Wt1* ECRs by SWI/SNF.

Examination of transcriptional activity of -0.2kb, -42bp, +4.0kb and +5.8kb ECRs by luciferase reporter assays in SW13 cells upon restoration of *Brg1* or *Brm* alone or in combination with Tβ4 nuclear overexpression. Three independent experiments with each experimental condition done in triplicated were performed. The increase in the transcriptional activity (%) between each experimental condition and control is highlighted in red. Please note that these reporter assays are heterologous system, utilising episomal vectors, as opposed to studying naked plasmid DNA. Most luciferase reporter assays focus on the latter, and the expectation is to observe significant fold-changes in expression with addition of the factors being tested. Here the effect of chromatin-remodelling on *Wt1* ECRs is probed and the system is at the limit of detection given the need for synthesis/packaging of chromatin-like DNA (via the episomal vectors) and appropriate expression levels of the reporters (firefly luciferase in pREP4 and TK-*Renilla* luciferase in pREP7), remodellers (*Brg1* or *Brm*) and co-factors (Tβ4). Despite these technical limitations, relative increases with addition of *Brg1*/*Brm* and Tβ4 combined were observed, as compared to *Brg1*/*Brm* alone across the three ECRs, providing confidence-in-the-data as it stands. All error bars are data  $\pm$  s.d. Significant differences (*P* values) were calculated with one-way ANOVA followed up by the

Tukey multiple comparison test (\* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ; \*\*\*\* $P \leq 0.0001$ ).

r.l.u., relative luciferase unit, after normalization to Renilla.

## Vieira et al\_Supplementary Figure 10

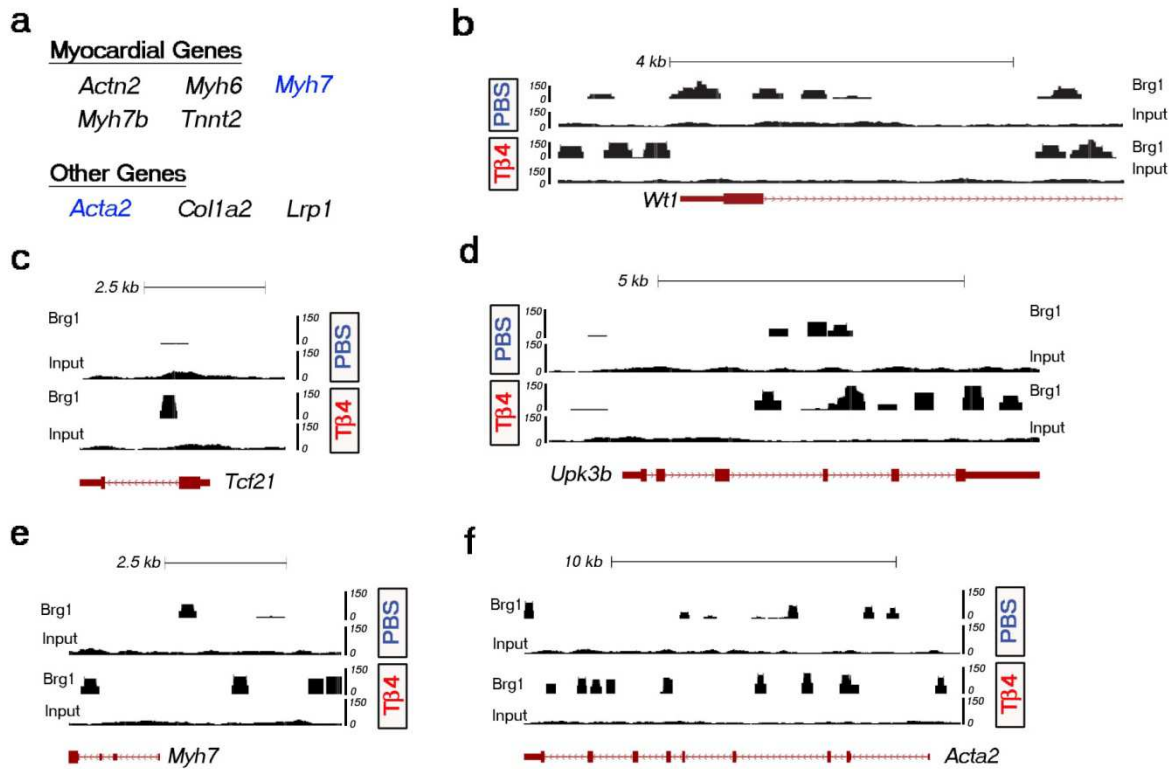

**Supplementary Figure 10. Genome-wide BRG1-enriched regions.**

(a) List of representative myocardial and other BRG1-enriched genes. (b-f) Representative UCSC browser snapshots of selected loci, derived from the Brg1 ChIP-seq experiments, showing comparatively more peaks in the Tβ4-primed, -injured adult heart samples, compared to the non-primed (PBS), -injured adult heart samples. 

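The 8 genes listed in Supplementary Fig. 10a include Actn2, Myh7b and Tnnt2, which encode proteins of the contractile apparatus, and Lrp1, a receptor gene listed among the other genes. In the Tβ4-primed list, Actn2, on chromosome 13 from 12361693 to 12433027, had 25 regions in the gene body and its flanks, a density of 0.307 regions per kb and a percentile of 90. Lrp1, on chromosome 10 from 126975217 to 127058204, had 23 regions at a percentile of 66, which covered 15.1% of its window. Tnnt2, on chromosome 1 from 137737452 to 137748837, had 5 regions at a percentile of 50. Myh7b, on chromosome 2 from 155436948 to 155460043, had 6 regions, of which 2 lay in the gene body, and 0 regions within 5 kb of its TSS. In the snapshots, the upper track of each condition draws BRG1 signal and the lower track the input. The list examined here holds only the positions of the enriched regions for the Tβ4-primed hearts, so the heights of the drawn peaks could not be compared.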

Please note that *zoomed-in* views are shown for the *Wt1* (b) and *Myh7* (e) loci in order to highlight previously described BRG1-bound regulatory elements located within 5kb of the transcriptional start site (*Myh7*<sup>1</sup>) or intron 1 (*Wt1*; this study).

Panel 4a - 1st line:  $\alpha$ -GFP blot,  $\alpha$ -BRG1 IP

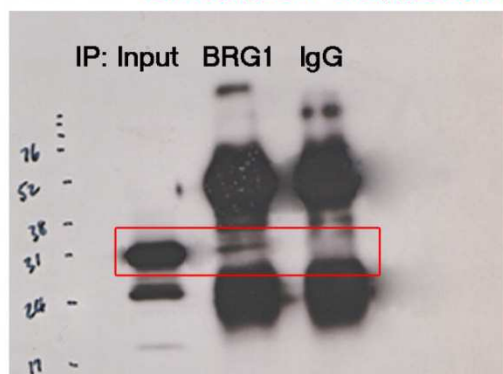

Panel 4a - 2nd line:  $\alpha$ -BRG1 blot,  $\alpha$ -BRG1 IP

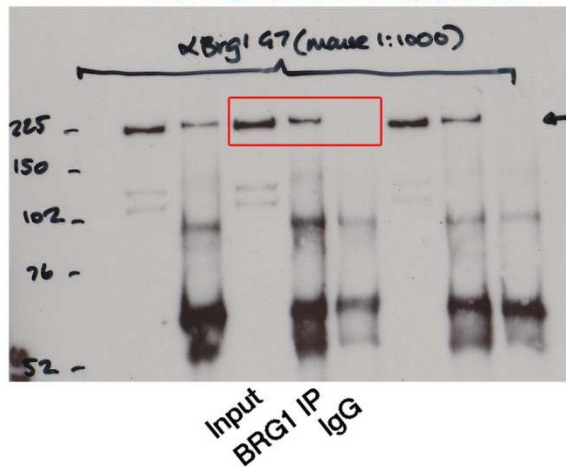

Panel 4b - 1st line:  $\alpha$ -BrG1 blot,  $\alpha$ -T $\beta$ 4 IP & 2nd line:  $\alpha$ -GFP blot,  $\alpha$ -T $\beta$ 4 IP

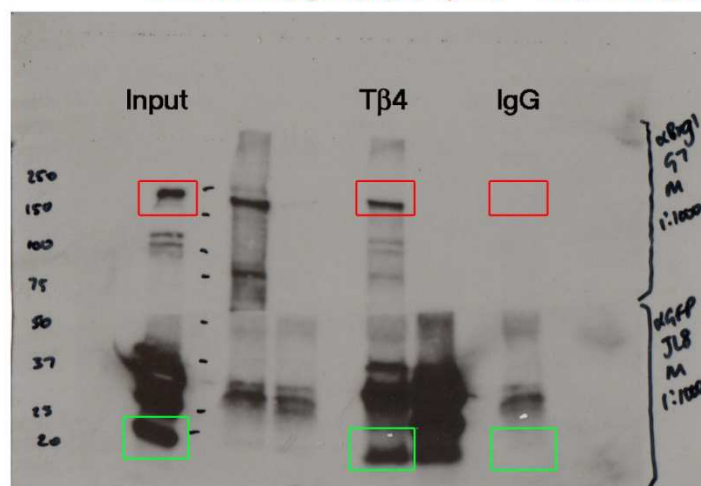

Supplementary Figure 11. Full unedited gels used in Figure 4, panels a and b (co-IP).

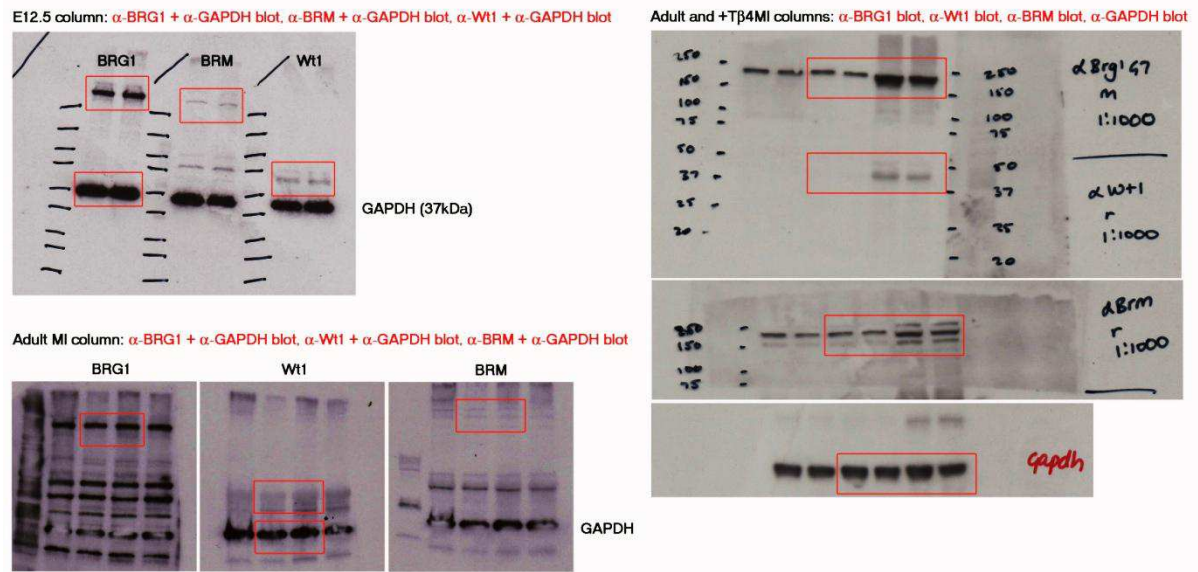

**Supplementary Figure 12. Full unedited gels used in Supplementary Figure 1, panel b (western blotting).**

**Supplementary Table 1. Evolutionary conserved regions (ECRs) within *Wt1* locus**

| <b>ECR</b> | <b>Location</b>          | <b>% Homology (vs. human)</b> | <b>Size (bp)</b> |
|------------|--------------------------|-------------------------------|------------------|
| -4.4kb     | chr2:105122151-105122543 | 87.5                          | 393              |
| -3.4kb     | chr2:105123127-105123252 | 80.2                          | 126              |
| -0.3kb     | chr2:105126192-105126292 | 80.2                          | 101              |
| -0.2kb     | chr2:105126355-105126483 | 79.8                          | 129              |
| -42bp      | chr2:105126487-105126925 | 86.3                          | 439              |
| +4.0kb     | chr2:105130624-105130729 | 81.1                          | 106              |
| +5.8kb     | chr2:105132363-105132550 | 78.7                          | 188              |

**Supplementary Table 2. Predicted C/EBP $\beta$  binding sites in *Wt1* ECRs by TRANSFAC**

| ECR    | # Sites | Sequence       | Location/ Strand | Score |
|--------|---------|----------------|------------------|-------|
| -42bp  | 1       | agctttgGGAAGct | 109 (+)          | 95.0  |
|        | 2       | agctgggGTAAGga | 137 (+)          | 96.5  |
| +4.0Kb | 1       | accgtggGAAAGtg | 35 (+)           | 98.1  |
| +5.8Kb | 1       | aattaatGAAAGt  | 90 (+)           | 80.7  |

**Supplementary Table 3. List of primers and applications**

| <b>ChIP-qPCR</b>         |                         |                          |
|--------------------------|-------------------------|--------------------------|
| <b>ECR</b>               | <b>Forward (5'-3')</b>  | <b>Reverse (5'-3')</b>   |
| -4.4kb                   | TTCTCCTCCTCCTCCTCCTC    | AGGGGCTAAAACCACCTAGC     |
| -3.4kb                   | GCAAGGCTACAGCGTGTTTA    | GGCGCATAATTATTACAAGATGAA |
| -0.3kb                   | CCCCAAAGTTAGGCTATCTGC   | TAATGAGTCCCCTCGGTGTC     |
| -0.2kb                   | GACACCGAGGGGACTCATTA    | CCCTAGCCTAGCTCAGCAAA     |
| -42bp                    | ACACCCCCGGTGCTAGTAA     | CAGCTTCCCAAAGCTCAAA      |
| +4.0kb                   | GGAGGAGAGCTCAGAGCCTTA   | GCAGAGAGATTGCTGACTTCG    |
| +5.8kb                   | CCCCCTACAAGCTTTCCTAAA   | ACAAACAACACCGTGGCTCT     |
| (-)ECR                   | CTGGAAACTGAGCCCTATGC    | TGTAGCCTTGCGATCTGTCA     |
| <b>Real time qRT-PCR</b> |                         |                          |
| <b>Gene</b>              | <b>Forward (5'-3')</b>  | <b>Reverse (5'-3')</b>   |
| <i>Wt1</i>               | TTCAAGGACTGCGAGAGAAG    | GGGAAAACCTTTCGCTGACAA    |
| <i>Raldh2</i>            | TGAGTTTTGGCTTACGGGAGT   | TTGTTGTGAGGCAAGAGTGG     |
| <i>Brg1</i>              | CAAAGACAAGCATATCCTAGCCA | CACGTAGTGTGTTTAAGGACC    |
| <i>Brm</i>               | CTCCTGGACCAATTCTGGGG    | CATCGTTGACAGAGGATGTGAG   |
| <i>Tβ4</i>               | ATGTCTGACAAACCCGATATGGC | CCAGCTTGCTTCTCTTGTTCA    |
| <i>C/EBPβ</i>            | GGCCCGGCTAGACAGTTAC     | GTTTCGGGACTTGATGCAAT     |
| <i>SM22α</i>             | CAACAAGGGTCCATCCTACGG   | ATCTGGGCGGCCTACATCA      |
| <i>SMA</i>               | GTCCCAGACATCAGGGAGTAA   | TCGGATACTTCAGCGTCAGGA    |
| <i>PECAM</i>             | CTGCCAGTCCGAAAATGGAAC   | CTTCATCCACCGGGGCTATC     |
| <i>Tie2</i>              | CGGCCAGGTACATAGGAGGAA   | TCACATCTCCGAACAATCAGC    |
| <i>αMHC</i>              | GCCCAGTACCTCCGAAAGTC    | GCCTTAACATACTCCTCCTTGTC  |
| <i>βMHC</i>              | ACTGTCAACACTAAGAGGGTCA  | TTGGATGATTTGATCTTCCAGGG  |
| <i>Hprt</i>              | TCAGTCAACGGGGGACATAAA   | GGGGCTGTACTGCTTAACCAG    |
| <i>18S</i>               | GCCGCTAGAGGTGAAATTCTTG  | GAAAACATTCTTGGCAAATGCTTT |

**Supplementary Table 4. List of antibodies and applications**

| <b>Immunofluorescence</b>       |                  |                 |
|---------------------------------|------------------|-----------------|
| <b>Antibody</b>                 | <b>Company</b>   | <b>Dilution</b> |
| Rabbit anti-T $\beta$ 4         | Immunodiagnostik | 1:100           |
| Rabbit anti-Brg1                | Abcam epitomics  | 1:200           |
| Rabbit anti-Brm                 | Abcam            | 1:50            |
| Rabbit anti-Baf155              | Santa Cruz       | 1:50            |
| Chicken anti-GFP                | Abcam            | 1:1000          |
| Rabbit anti-Wt1                 | Abcam            | 1:200           |
| Rat anti-Endomucin (V.7C7)      | Santa Cruz       | 1:100           |
| Rabbit anti-SM-MHC11            | Abcam            | 1:100           |
| <b>IP and western blotting</b>  |                  |                 |
| <b>Antibody</b>                 | <b>Company</b>   | <b>Dilution</b> |
| Mouse anti-GFP (JL8)            | Clontech         | 1:1000          |
| Mouse anti-Brg1 (G7)            | Santa Cruz       | 1:1000          |
| Rabbit anti-T $\beta$ 4 (FL-44) | Santa Cruz       | 1:1000          |
| Rabbit anti-Brm                 | Abcam            | 1:1000          |
| Rabbit anti-Wt1                 | Abcam            | 1:1000          |
| Mouse anti-GAPDH                | Millipore        | 1:1000          |
| <b>Duolink</b>                  |                  |                 |
| <b>Antibody</b>                 | <b>Company</b>   | <b>Dilution</b> |
| Rabbit anti-T $\beta$ 4         | Immunodiagnostik | 1:100           |
| Mouse anti-Brg1 (G7)            | Santa Cruz       | 1:50            |
| Rabbit anti-Baf155              | Santa Cruz       | 1:50            |
| <b>ChIP (all ChIP grade)</b>    |                  |                 |
| <b>Antibody</b>                 | <b>Company</b>   |                 |
| Rabbit anti-Brg1                | Millipore        | 5 $\mu$ g       |
| Rabbit anti-Brm                 | Abcam            | 5 $\mu$ g       |
| Rabbit anti-Baf180              | Millipore        | 5 $\mu$ g       |

| <b>ChIP (all ChIP grade)</b>    |                |           |
|---------------------------------|----------------|-----------|
| <b>Antibody</b>                 | <b>Company</b> |           |
| Rabbit anti-T $\beta$ 4 (FL-44) | Santa Cruz     | 5 $\mu$ g |
| Rabbit anti-RNAPII phospho S5   | Abcam          | 5 $\mu$ g |
| Rabbit anti-H3K4me1             | Abcam          | 5 $\mu$ g |
| Rabbit anti-H3K4me3             | Abcam          | 5 $\mu$ g |
| Rabbit anti-H3K27ac             | Abcam          | 5 $\mu$ g |
| Rabbit anti-H3K27me3            | Abcam          | 5 $\mu$ g |

## Supplementary References

1. Hang, C.T. *et al.* Chromatin regulation by Brg1 underlies heart muscle development and disease. *Nature* **466**, 62-67 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

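BRG1 ChIP-seq was carried out by the authors on 2 biological duplicates each of PBS-primed and Tβ4-primed, injured mouse hearts with matching inputs, 8 libraries in all. Groups were taken from the sample labels and the methods. The authors mapped the reads with Bowtie to mm9, called enriched regions with MACS2 and assigned them to their closest genes with Bedtools. The deposited list used here gives the start and end of each region enriched for BRG1 over input in the Tβ4-primed hearts, in bp. The methods name the bdgcomp function of MACS2, whereas the name of the list has the form of an output of its comparison of conditions, so the exact call is not known. How the duplicates were combined is not stated in the paper's text. The list carries no count, score, fold or p-value, and its depth is unknown. No replicate could be set against another, and no difference between PBS- and Tβ4-primed hearts was tested. PBS-primed data, input data and signal tracks were not analysed here, apart from peaks read from the paper's browser snapshots.

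The list was checked before use. Its regions do not overlap, their ends lie within the chromosomes of mm9, and, apart from regions longer than 100 kb, their lengths are multiples of 30 bp. Region names, which run from 2 to 524615, name the Tβ4-primed condition and no replicate. The reference was the mm9 genome with the GENCODE annotation of that build, restricted to 19 autosomes, X and Y. Positions were counted from 1. The ECRs were placed by exact matches of their primers and motifs in mm9, because the coordinates printed in Supplementary Table 1 were not converted between builds.

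Regions were counted over the gene body and 5 kb on each side, with at least 1 bp of overlap. The closest gene of each region was found with bedtools 2.31.1, and the remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0. Shares of genes have 95% Wilson intervals, which cover counting error only and treat genes as independent. A list of genes was described by the percentile of its median among 10000 random lists, each gene drawn from the 200 genes nearest in length. With matching on GC content as well, each gene was drawn from the 50 genes nearest in GC content among the 1000 genes nearest in length. Chance levels for the ECRs came from 10000 random positions of the same size on chromosome 2 without unsequenced bases. The peaks drawn in the browser snapshots of Fig. 4p and Supplementary Fig. 10 were located from the pictures, a few pixels above the baseline of each track.

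The counting was tested on simulated regions. Region counts and covered bases equalled those of bedtools for 37273 of 37273 genes. Of 200 simulated lists of genes without a difference, 9 fell outside the 2.5th to 97.5th percentile, and 200 of 200 lists with 2 times the density lay above the 97.5th percentile.

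The genes named in the text were fixed before the data were examined: the genes listed in Fig. 4p and Supplementary Fig. 10a, the 7 ECRs of Wt1, 11 further genes that the paper names or whose products it names, and the 5 genes with the highest density among genes of at least 10 kb. The 5 regions with the highest score were also to be named, which the list does not allow. The alternatives, fixed at the same time, were joining of regions within 500 bp, other rules that link regions to genes, other windows, the covered share in place of the density, unmatched random genes, a stricter overlap and stricter score thresholds. The last could not be applied. Further alternatives chosen after seeing the data left out regions longer than 100 kb or unsequenced bases, counted protein-coding genes alone, or matched random genes on GC content or among protein-coding genes.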

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

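Among the tests in this part, the one of the non-ECR control amplicon was chosen after the result was seen. No biological explanation was tested for any of these patterns, because the list holds a single condition.

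The paper does not discuss olfactory receptor genes, and 94.3% of these 1098 genes were the closest gene of a region in Tβ4-primed, injured hearts. When all regions of at most 100 kb were shifted at random along their chromosomes 20 times, a mean of 91.5% of the olfactory receptor genes had a region by the same rule, with a range of 86.9% to 94.6%. The observed share lay inside that range. The density of the regions together with the closest-gene rule is therefore a candidate explanation, and being the closest gene of a region says little about any gene in this list. For all genes, the observed 86.9% lay above the range of 82.7% to 84.8% with shifted regions, but shifting also moved regions onto unsequenced bases and so away from genes. The authors' threshold, which decides how many regions were called, could not be varied.

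The list holds 4 regions longer than 100 kb, which the paper does not mention. They lie on chromosome 5 from 25422150 to 26323799, on chromosome 8 from 20038620 to 22039589, on chromosome 9 from 1 to 3038549 and on chromosome 19 from 1 to 2999969. Of their bases, 99.5% are unsequenced in mm9, where no read can be mapped. They are thus likely a product of region calling across assembly gaps. The remaining regions reached up to 87570 bp in length. Without these 4 regions, the covered share of the genome was 25.4%.

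The non-ECR amplicon that the paper used as a negative control at Wt1 shared 60 bp of its 245 bp with a region. At random positions of chromosome 2, 31.9% of stretches of that size overlapped a region, so the overlap of a single amplicon could be chance. The overlap depends on the processing. With at least 50% of the amplicon required inside a region, it would not count as overlapping, whereas with regions within 500 bp joined, all 245 bp lay inside a region. The −3.4 kb ECR amplicon next to it changed in the same way, from 63 bp to all of its 219 bp.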

How the results depend on the processing

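The alternatives with protein-coding genes, with GC content, without regions longer than 100 kb and without unsequenced bases were chosen after seeing the data. The planned thresholds on the score of a region (at least 5, at least 10, and the highest 10% of the scores) were not run, because the regions carry no score. No paired analysis was possible because the list does not separate the replicates and gives no values per library. Depth limits every result in that a region's strength, and a gene's chance of being missed, cannot be judged.

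These results stayed within 1.5 times their main count under each alternative run: the number of regions, the named epicardial and cardiac genes with a region, the Wt1 ECRs overlapped by a region and the regions upstream of Myh7. With regions within 500 bp joined, the share of genes and of olfactory receptor genes with a region stayed inside its confidence interval, and the covered share of the genome was 27.2% in place of 25.8%. Leaving out regions longer than 100 kb gave 25.4%, and leaving out unsequenced bases gave 26.3%. At least 1 bp in the gene body lowered the share of all genes with a region from 86.9% to 68.4% and that of olfactory receptor genes from 94.3% to 46.4%. At least 1 bp within 5 kb of the TSS raised the first to 89.9% and lowered the second to 89.4%. The cause of these changes was not tested, but olfactory receptor genes had a median length of 960 bp, against 5384 bp for all genes. Counting protein-coding genes alone gave 95.3%.

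The percentile of the epicardial genes, 56.6 for regions per kb, was 22.0 with regions joined, 60.8 in the gene body alone, 73.2 within 5 kb of the TSS and 99.8 for the share of bases inside a region. It was 62.8 against unmatched genes, 53.1 against protein-coding genes and 64.6 with matching on GC content. Their place among other genes thus depends on the measure. They had longer regions, with a median of 1631 covered bp per region and gene window, at a percentile of 99.7. At a given density, longer regions give a higher share of bases. The cause of the other changes in the epicardial list was not tested. The percentile of the cardiac genes, 64.8, was 41.3 with regions joined, 67.5 in the gene body alone, 47.2 within 5 kb of the TSS and 52.3 for the share of bases. It was 61.4 against unmatched genes, 63.3 against protein-coding genes and 54.7 with matching on GC content. The cause of the changes in the cardiac list was not tested.

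For the 31 named genes, the number of regions moved beyond 1.5 times for 10 genes with regions joined, for 10 genes in the gene body alone and for 25 genes within 5 kb of the TSS, where the window is smaller for long genes. No gene could gain regions under these alternatives, because each of them either joins regions or uses a part of the main window. In the gene body alone, 2 genes had no region, and likewise 2 genes within 5 kb of the TSS.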

Differences from the paper's values

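The paper's text states no number for this experiment, so the peaks drawn for Tβ4-primed hearts in its browser snapshots were counted and set beside the regions of the list in the same window. Counts within 1.5 times of each other were taken as alike. This held at Tcf21 (1 peak and 1 region), Tbx18 (8 and 8), Aldh1a2 (about 15 and 17), Upk3b (6 and 4) and Acta2 (9 and 7). With regions within 500 bp joined, Acta2 also differed, with 4 regions. At Wt1, the paper draws about 5 peaks in Supplementary Fig. 10b, read from the picture, and the list held 3 regions. With regions within 500 bp joined, the list held 2 regions there, so this alternative did not close the gap. At Myh7, the paper draws about 4 peaks in Supplementary Fig. 10e, read from the picture, and the list held 2 regions, both as deposited and with regions within 500 bp joined. A region can hold more than 1 drawn peak, and each peak drawn there overlapped either the first or the second of these 2 regions, whereas at Wt1 2 of the drawn peaks overlapped a region. No other alternative set before the data were examined bears on these counts.

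The paper draws peaks for Tβ4-primed hearts directly upstream of the Wt1 TSS in Supplementary Fig. 10b. No region of the list lay between 1.40 kb upstream and 3.46 kb downstream of that TSS. The paper reports BRG1 binding at the −42 bp and +5.8 kb ECRs of Wt1 by ChIP-qPCR in Tβ4-primed, injured hearts, and 0 bp of either ECR lay in a region of the list. The legend of Supplementary Fig. 10 describes more peaks after Tβ4 priming in its snapshots. At Wt1, about 5 peaks are drawn in Supplementary Fig. 10b for Tβ4-primed hearts, and about 5 in Supplementary Fig. 10b for PBS-primed hearts, or about 7 in Supplementary Fig. 10b with low lines on the baseline, all read from the picture. In the other snapshots of that figure, more peaks were drawn for Tβ4-primed hearts at Upk3b, Myh7 and Acta2 in both readings. At Acta2 the reading with low lines gave only 9 peaks against 8 for PBS-primed hearts. At Tcf21 more were drawn only in the reading without low lines. In Fig. 4p, Tbx18 had 8 peaks for Tβ4-primed and 5 for PBS-primed hearts, or 9 and 7 with low lines. Aldh1a2 went the other way, with about 15 peaks for Tβ4-primed and 21 for PBS-primed hearts, or 15 and 24 with low lines. Krt8 is listed in Fig. 4p as BRG1-enriched, and the list had 0 regions in its gene body, although by the closest-gene rule Krt8 had 3 regions.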

Other observations

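The tests of the condition of the list and of the chromosomes X and Y were chosen after the result was seen, and so were the patterns themselves for the bases covered at the epicardial genes, whose tests were set before their own values were seen.

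The list carries its condition only in its names, so the peaks drawn for each condition at Wt1, Tcf21, Upk3b, Myh7, Acta2, Aldh1a2 and Tbx18 were compared with its regions. Of the peaks drawn for Tβ4-primed hearts, 39 of 48, or 81.3%, overlapped a region, against 21 of 39, or 53.8%, of the peaks drawn for PBS-primed hearts, a difference of 27.4 percentage points. When the drawn peaks were shifted along each window in even steps, a mean of 57.3% of the Tβ4 peaks and 56.5% of the PBS peaks overlapped a region. Of 10000 random shifts, drawn separately at each locus, 0 reached the Tβ4 value, and 75.4% reached the PBS value. The peaks at Aldh1a2 are at the limit of the picture's resolution, and their number is approximate. Without that locus, 78.8% of the Tβ4 peaks and 38.9% of the PBS peaks overlapped a region. Peaks drawn only 1 pixel wide were left out in a first reading and counted after its values had been seen, and without them the shares were 79.1% and 53.1%. The tracks were read a few pixels above their baseline, which leaves out low lines, most of them in the PBS tracks. Read down to the baseline, a reading added after the result was seen, 39 of 50 Tβ4 peaks and 27 of 51 PBS peaks overlapped a region. The positions at these loci argue against a list of PBS-primed hearts under the wrong name. They also show that PBS peaks drawn at these loci overlapped the Tβ4-primed regions no more often than shifted positions did.

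Regions covered a median of 41.3% of the bases of the 12 epicardial genes and their flanks, the highest percentile (99.8) among the measures tried for either list. Composition as the whole cause is argued against by random genes matched on length and GC content, among which the percentile was 99.9. With each gene left out in turn, the lowest percentile was 98.6, so that no single gene sets it. Between 5 and 55 kb beyond the gene ends, the covered share was 27.2% with a percentile of 78.3, which leaves open whether the wider neighbourhood contributes. Within 5 kb of the TSS, the percentile was 72.5, and in the gene body alone it was 99.8. A candidate explanation is broader BRG1 enrichment along the bodies of these genes, but the measure was singled out from several, the genes had been chosen by the authors for BRG1 enrichment in these hearts, and the same comparison in PBS-primed hearts was not made.

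The covered share at gene starts lay slightly below that of other windows but above that of windows with the same GC content. The 1 kb windows centred on TSSs were covered to 25.1% (95% bootstrap interval 24.7% to 25.5%), against 26.4% in windows of 1 kb at least 5 kb from any TSS. Windows away from TSSs matched to them on GC content were covered to 23.8%, below that interval. For protein-coding genes, the gap was larger, with 25.1% (24.6% to 25.6%) at TSSs and 22.6% in windows matched on GC content. Both matched values lie below the intervals at TSSs, which argues against GC content as the whole account of the share covered there. The matched value for all genes lies within 10% of the share at TSSs, as GC content as a cause would have it. It is, however, farther from that share than the value of the unmatched windows. How much GC content contributes is therefore open. Over the genome, the covered share fell from 30.1% in windows of 1 kb with under 35% GC to 22.3% in those with at least 60% GC. No biological explanation was tested.

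On the 19 autosomes, between 25.4% and 27.0% of the sequenced bases lay in regions, against 24.2% on X and 7.18% on Y. X and Y have the lowest GC content, yet regions covered more of the windows with little GC. Autosomal windows of the same GC content as those of X and Y gave shares of 27.1% for X and 27.3% for Y, both above the observed ones by more than on any autosome, which argues against base composition as the cause of the low values of X and Y. Over all 21 chromosomes, the rank correlation between GC content and the covered share was 0.0429 (95% bootstrap interval -0.453 to 0.500), a value that mixes these chromosomes with the autosomes. Among the autosomes alone it was -0.293 (-0.693 to 0.145), which leaves a contribution of GC content to their small differences open. The sex of the mice was not taken into account, and no biological explanation was tested.

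The densities of the named genes were close to those of other genes before any correction for GC content. With matching on length and GC content, the percentiles were 64.6 for the epicardial and 54.7 for the cardiac genes. Because the percentiles with matching on length alone already lay near the middle, there was no difference for GC content to account for.

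Of the 11 further genes that the paper names, or whose products it names, in other contexts (Snai1, Cdh1, Cebpb, Smarca4, Smarca2, Pbrm1, Tmsb4x, Tagln, Myh11, Pecam1 and Tek), 10 genes were the closest gene of a region, the exception being Cebpb. All 11 genes, Cebpb included, had between 4 and 36 regions in their windows. Their densities ranged from 0.142 to 0.479 regions per kb, with a median of 0.326. Cebpb had 4 regions in its window, at 0.348 regions per kb and a percentile of 79.75 among genes of similar length. It was left out only by the closest-gene rule and by overlap with the gene body.

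Among the 15100 genes of at least 10 kb, whose median was 0.223 regions per kb, the 5 with the highest density were Ano8 (0.698 regions per kb), Chadl (0.690 regions per kb), Mical1 (0.676 regions per kb), Pla2g3 (0.663 regions per kb) and Chrnb2 (0.661 regions per kb). All 5 are protein-coding genes of 10045 to 18992 bp, and the paper does not discuss them.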
